# *SAP97* regulates behavior and expression of schizophrenia risk enriched gene sets in mouse hippocampus

**DOI:** 10.1371/journal.pone.0200477

**Published:** 2018-07-11

**Authors:** Preetika Gupta, Ogul E. Uner, Soumyashant Nayak, Gregory R. Grant, Robert G. Kalb

## Abstract

Synapse associated protein of 97KDa (*SAP97*) belongs to a family of scaffolding proteins, the membrane-associated guanylate kinases (MAGUKs), that are highly enriched in the postsynaptic density of synapses and play an important role in organizing protein complexes necessary for synaptic development and plasticity. The Dlg-MAGUK family of proteins are structurally very similar, and an effort has been made to parse apart the unique function of each Dlg-MAGUK protein by characterization of knockout mice. Knockout mice have been generated and characterized for *PSD-95*, *PSD-93*, and *SAP102*, however *SAP97* knockout mice have been impossible to study because the *SAP97* null mice die soon after birth due to a craniofacial defect. We studied the transcriptomic and behavioral consequences of a brain-specific conditional knockout of *SAP97* (SAP97-cKO). RNA sequencing from hippocampi from control and SAP97-cKO male animals identified 67 *SAP97* regulated transcripts. As large-scale genetic studies have implicated MAGUKs in neuropsychiatric disorders such as intellectual disability, autism spectrum disorders, and schizophrenia (SCZ), we analyzed our differentially expressed gene (DEG) set for enrichment of disease risk-associated genes, and found our DEG set to be specifically enriched for SCZ-related genes. Subjecting SAP97-cKO mice to a battery of behavioral tests revealed a subtle male-specific cognitive deficit and female-specific motor deficit, while other behaviors were largely unaffected. These data suggest that loss of *SAP97* may have a modest contribution to organismal behavior. The SAP97-cKO mouse serves as a stepping stone for understanding the unique role of *SAP97* in biology.

## Introduction

Intellectual disabilities and neuropsychiatric behavioral disorders affect about 17.9% of individuals over their lifetime and interfere with the ability of people to experience a fulfilling and productive life (nimh.nih.gov). Some of these disorders are clearly developmental. For example, autism spectrum disorders (ASD) are characterized by impairments in social interaction and communication, and by restricted, repetitive behaviors and about 1% of children show signs and symptoms that lead to the diagnosis of ASD [1,2]. Schizophrenia (SCZ) is another mental disorder that is characterized by disordered thought processes and disturbed emotional responsiveness [3]. The symptoms of SCZ usually appear during young adulthood, with an overall prevalence of about 0.7% [3,4]. Technological advances have brought unprecedented insights into the genetic architecture of these and many other neuropsychiatric disorders [4–7].

Exome-sequencing technology has allowed us to systematically scan genes for *de novo* mutations at the single-base resolution, potentially offering insights into risk-determining genes [4,8]. Whole-exome sequencing results from patients with ASD or SCZ reveal significantly enriched copy number variant (CNV) mutations in the synaptic gene set [4]. Among the most prevalent synaptic genes that have been uncovered in large-scale genomic studies have been alterations in the *neurexins/neurolignins* along with the *ProSAP/Shank* family. Various genetically manipulated mice of these gene families recapitulate some of the behavioral features of ASD, SCZ, and intellectual disability [9–12]. However, none of these models completely phenocopy disease in humans, consistent with the polygenic origin of these disorders.

Another important group of synaptic genes that has been implicated to be involved in ASD or SCZ is the Discs-large (Dlg) family of membrane associated guanylate kinases (MAGUKs) [7,13–16]. The Dlg family is the most comprehensively studied family of MAGUKs, and is comprised of *PSD-95*, *PSD-93*, *SAP102*, and *SAP97*. They share a common domain structure comprised of three PDZ domains, along with an SH3 and GUK domain. The Dlg-MAGUK family directly binds to many proteins in the postsynaptic density (i.e. glutamate receptor subunits, TARPS, and neurexin/neuroligin clusters), and regulates synaptic nanoscale structure and synaptic transmission [17–19] . Mice with a targeted deletion of *PSD-95*, *PSD-93*, and *SAP102* show a range of phenotypes also displayed by individuals with psychiatric disorders [15,16,20].

A variety of evidence implicates *SAP97* in the etiology of ASD and SCZ: 1) single nucleotide polymorphisms in *SAP97* have been linked to an increased risk of schizophrenia in males [21], 2) a more recent genetic association analysis detected an association between schizophrenia and single nucleotide polymorphisms located within a newly identified primate-specific exon of *SAP97* [22], 3) individuals with 3q29 microdeletions spanning the *SAP97* locus display autism and intellectual disability [23], 4) a meta-analysis demonstrated the 3q29 deletion confers a 40-fold increased risk for SCZ [24], and 5) a study of expression levels of multiple postsynaptic density proteins found a specific decrement in the level of *SAP97* in post mortem frontal lobe from schizophrenic patients [25]. *SAP97* is also the only member of the Dlg-MAGUK family that directly binds to the extreme C-terminus of the *GluA1* AMPA receptor (AMPAR), a subunit that promotes dendritic growth and patterned synaptic innervation [26,27]. Thus, it is plausible that defects in these *SAP97*-dependent mechanisms contribute to a ASD and SCZ phenotype. While these findings advocate for the participation of *SAP97* in the etiology of neuropsychiatric disorders, the issue has been difficult to study because SAP97 knockout mice die a few days after birth from a craniofacial defect [28].

In this study, we chose to pursue a broad behavioral and transcriptomic characterization of *SAP97* deficient mice to gain an overall understanding of the role of *SAP97* in brain function and organismal level. We generated mice that have a conditional knockout of *SAP97* targeted to neurons using the Cre-loxP system. We then characterized these mice at the behavioral and biochemical level. Overall, our results suggest that loss of *SAP97* results in mild sex-specific behavioral abnormalities as well as regulates transcripts of SCZ risk-related genes. This study provides us with the framework to conduct subsequent studies that can address whether *SAP97* directly contributes to the pathophysiology of SCZ.

## Materials and methods

### Animals

All animal procedures were approved by the Children’s Hospital of Philadelphia Institutional Animal Care and Use Committee. Mice were housed (2–5 animals per cage) with a 12/12 hr light/dark cycle and with ad libitum access to food and water. Approximately 100 total animals were used for this study. The Cre-loxP system was used to generate a SAP97 conditional knockout (cKO) mouse. SAP97fl/- mice were generated as previously described. Nestin-cre+/- mice on a C57Bl/6 background were purchased from Jackson Labs (stock number 003771). Nestin-cre+/-; SAP97fl/- mice were generated by crossing male Nestin-cre+/- with female SAP97fl/- mice. Nestin-cre+/-; SAP97fl/- male mice were then crossed with female SAP97fl/- mice to generate Nestin-cre+/-; SAP97fl/fl (SAP97-cKO) and littermate control animals. Littermate control animals (genotype: Nes-cre+/-, SAP97fl/fl, and wild-type) were averaged and compared to cKO animals. Genomic DNA was extracted from tail snips (obtained at 10 days of age) using the Phenolcholoroform acetate method to confirm genotypes. The primers used for genotyping were as follows: *SAP97* flox fwd- AGAGTATGCTCTATGTGATGTTGTGTG rev-TAAGAAGGATCAACTGGCAAAGGTG; *CRE* fwd- ACCTGATGGACATGTTCAGG rev-CGAGTTGATAGCTGGCTGG

### Behavioral experiments

#### Open field

Assessment of general exploratory behavior was evaluated using the open field paradigm. Mice were placed in a white, opaque plexiglass box (40cm x 40cm) and were given 15 minutes to explore the apparatus. Exploratory locomotor activity (total distance traveled and average speed) was scored using the Any-MAZE tracking software (San Diego Instruments, San Diego, CA).

#### Elevated plus maze

Assessment of anxiety-like behaviors was evaluated using an elevated plus maze (Coulbourn Instruments, Whitehall, PA). The mouse was initially placed in the center “free zone”, and was allowed to freely explore the apparatus for the 5-minute trial time. Time in the open arms versus the closed arms, as well as number of entries to these arms, was measured using the Any-MAZE tracking software.

#### Accelerating rotarod

Assessment of motor learning and motor coordination was evaluated using the accelerating rotarod (Ugo Basile, Varese, Italy). The starting acceleration was 4 rpm, and accelerated to 40 rpm over a 5-minute trial time. Mice underwent 3 trials per day for 4 consecutive days, for a total of 12 trials. Latency to fall from the rod was manually measured and compared across the 4 days.

#### Novel Object Recognition (NOR)

Assessment of cognition was evaluated using the NOR paradigm. The testing apparatus was a white, opaque plexiglass box (40cm x 40cm). On day 1, mice were habituated to the testing apparatus for 15 minutes. On day 2, the mice were reintroduced to the testing apparatus and allowed to explore two identical objects equally spaced from the walls of the apparatus (objects A and A’) for 5 minutes and the animal was then removed. Any-MAZE tracking software was used to measure the time spent investigating each object, and a preference index (PI) was calculated by dividing time spent investigating A’ by time spent investigating A (A’/A). One hour later after identical object exploration, the mouse was placed back in the testing apparatus where one of the identical objects had been replaced with a novel object that differed in shape, color, and texture (object B). Again, the mouse was given 5 minutes to explore the two objects, and preference index for the novel object was calculated by dividing time spent investigating B by time spent investigating A (B/A). Significant preference for the novel object was assessed by comparing the PI from the training phase to the PI from the testing phase.

#### Three chambered social choice

Assessment of sociability was evaluated using the standard three-chambered social choice paradigm. A white, opaque plexiglass rectangular box was used, with three partitions (each 20cm x 40cm). The mouse was first given 5 minutes to habituate to the empty apparatus. After habituation, into the left and right compartments was placed either with an inanimate object (nonsocial zone) or an age and sex-matched C57Bl/6 mouse (social zone). The object and mouse were placed under clear, plexiglass cylinders with perforations to allow odor detection. During the testing phase, the test mouse was allowed five minutes to explore either zone. Time in each zone was measured using the Any-MAZE tracking software. Zone preference index was calculated by dividing specific zone time (either social or nonsocial) by total zone exploration time.

### Biochemistry

Mice were anesthetized with a pentobarbital solution and decapitated. The brain was removed, and each hemisphere of the cerebellum, cerebral cortex, and hippocampus was dissected. One hemisphere was rapidly transferred to a mortar and pestle prechilled on dry ice, and ground into a fine powder to be processed for RNA extraction by the RNeasy mini kit (Qiagen, Catalogue #74134) according to the manufacturer’s instructions. Once RNA extraction was complete, conversion to cDNA was done using the iScript Supermix (Bio-Rad, Catalogue #1708841, Hercules, CA). The other hemisphere was transferred to a dounce prechilled on ice, and lysed in 1% Triton-X lysis buffer (150mM NaCl, 50mM Tris-HCl pH 8.0, 1mM EGTA, 5mM EDTA) with protease and phosphatase inhibitors for generation of protein lysates.

### Antibodies

The following antibodies were used in this study as follows: immunoblotting of *SAP97* (Thermo Fisher Scientific, catalogue # PA1-741); immunoblotting of *PSD95* (NeuroMab, catalogue # 75–348); immunoblotting of *PSD93* (NeuroMab, catalogue # 75–284); immunoblotting of *SAP102* (NeuroMab, catalogue # 75–058); immunoblotting *beta-actin* (Cell Signaling Technology, catalogue # 3700 (mouse), or Sigma-Aldrich, catalogue # A2066 (rabbit)). Secondary antibodies for immunoblots (IRDye) were purchased from Li-COR (Catalogue # 925–32210, and Catalogue # 925–68021).

### Western blot

Western blot was performed according to standard procedures [29–31].

### Quantitative PCR

Quantitative real-time PCR (qPCR) was carried out as previously described using the delta delta Ct method to calculate relative gene expression levels [32]. Ribosomal S17 and S18 (RS17, RS18) were used as reference genes. Each reaction consisted of cDNA, primers, and Power SYBR Green PCR Master Mix (Applied Biosystems, Catalogue # 4367659, Waltham, MA) with a total 25uL reaction volume. Melting curve analysis of the target sequences showed that all primers used in this study generated amplification of a single peak, without primer-dimer artifacts. Primer and cDNA concentrations were optimized prior to use in qPCR experiments. Each qPCR experiment consisted of 4–6 biological replicates, as well as three technical replicates per sample. The primers used for qPCR included: *GLUA1* fwd- CCCTGAGAGGTCCCGTAAAC rev- GCTCAGAGCACTGGTCTTGT; *GLUA3* fwd- CCATGCTCTTGTCAGCTTCG rev- AGTCCACCTATGCTGATGGT; *GLUA4* fwd- TGAATGAACAAGGCCTCTTGGA rev- AGGCACTCGTCTTGTCCTTG; *NRCAM* fwd- AAGACCCGCTGGACTTTGAA rev- GGCTTGCCATTGCCTTCTTA; *HUWE1* fwd- GTTGGGATTTCCCACCAGGA rev- CAGTCTGCAGGAGCTTCAGT; *PTEN* fwd- CCTGCAGAAAGACTTGAAGGTG rev- CTGTGCAACTCTGCAGTTAAA; *ADAM10* fwd- GGCTGGGAGGTCAGTATGGA rev- CTCGTGTGAGACTGCTCGTT; *WAS* fwd- TCAGCTGAACAAGACCCCTG rev- CATGCATCAGGGCACCTACT; *ERBB4* fwd- ACCCAGGGGTGTAACGGT rev- TGGTAAAGTGGAATGGCCCG; *SEMA4C* fwd- GGTGGCCGGAGTCAAACG rev- TTCAGTCCAGCAGCCCTCTTT; *KCNA3* fwd- TCCGAAAAGCCCGGAGTAAC rev- CTGTGGAGTTGCCCGTTTTG; *KCNA4* fwd- CACTTGCTGGGAATGGTGAAGT rev- GAGAAGGTGGTAGACGCAGT; *KCNA5* fwd- TAGGACACTGGCTGACCCAT rev- ACGCACAAGCAGCTCAAAAG; *GNG13* fwd- TTGCTGTCTCCTCCAAAACCTC rev- TCCCTCTTGAAGGCCAGTTG; *FZD7* fwd- AGAACCTCGGCTACAACGTG rev- ACCGAACAAAGGAAGAACTGC; *DLGAP4* fwd- TTTGCTTCTCTGCCCGATCC rev- TGATGAACATTGCTTCAAGAGC; *CTNNA1* fwd- CAGTTCGCTGCAGAAATGAC rev- ACCTGTGTAACAAGAGGCTCC; *CALM3* fwd- GAGTAACCTCGATCCCCGAG rev- GAAGGCTTCCTTGAACTCTGC; *KCNC1* fwd- CTACGCGCGGTATGTGGC rev- TCGGTCTTGTTCACGATGGG; *S18* fwd- CAGCTCCAAGCGTTCCTGG rev-GGCCTTCAATTACAGTCGTCTTC; *S17* fwd- GATTCAGAGAGGGCCTGTGAG rev-CTGAGACCTCAGGAACGTAGT

### RNA sequencing

RNA was isolated from four control and four SAP97-cKO male hippocampi, quality evaluated by Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA), and sequenced with an Illumina HiSeq 4000 High-Throughput Sequencing System. The RNA-seq reads were aligned to the mouse genome mm10.GRCm38.p5 using STAR version 2.5.3a [33]. Next, normalization and quantification were performed with the PORT version 0.8.2a-beta pipeline (http://github.com/itmat/Normalization) which first removes reads that map to ribosomal RNA sequences or mitochondrial DNA and then uses a read re-sampling strategy for normalization to account for batch effects and differences in sequencing depth among the samples. After the normalization procedure, the gene level quantification was done by PORT with respect to the Ensemblv90 annotation. 

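Counts over the whole of Dlg1, the mouse gene for SAP97, were taken from the authors' deposited gene table for 4 control and 4 SAP97-cKO hippocampi. Exon-level counts were not analysed here, and the gene-level count covers every exon of Dlg1, not exon 10 alone. Dlg1 (ENSMUSG00000022770) lies on the plus strand of chromosome 16 of GRCm38, from 31663443 to 31875129. After scaling of the deposited counts by edgeR's TMM method, Dlg1 had 4338 ± 336 counts (SD, n = 4 mice) in control hippocampi and 2393 ± 470 counts (SD, n = 4) in SAP97-cKO hippocampi, or 55.2% of the control mean. The log2 fold change was -0.86 (standard error 0.12, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each SAP97-cKO library (2009 to 3065 counts) was below each control library (3983 to 4691 counts; exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). With each library left out in turn, the log2 fold change stayed between -1.0 and -0.78. The adjusted p from edgeR rose above the paper's threshold of 0.25 without control replicate 2 (0.424), without SAP97-cKO replicate 3 (0.524) and without SAP97-cKO replicate 4 (0.346). EdgeR called no gene at all in each of these fits. With the mean level of 20 genes typical of meningeal fibroblasts added to the model as a covariate, the log2 fold change was -0.56 (standard error 0.17, adjusted p = 0.967 from edgeR). The values of this covariate did not overlap between the genotypes, so the model takes out part of any genotype effect with it. Over all settings tried with the 8 libraries, the adjusted p of Dlg1 ran from 1.19e-06 to 0.967.

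**Figure D1:**
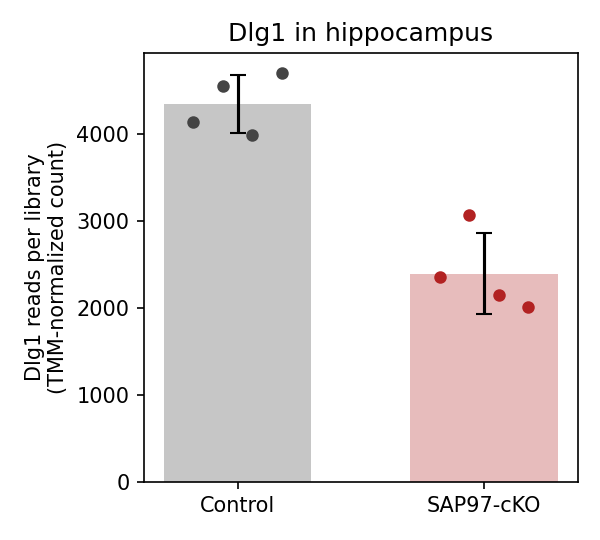
TMM-normalized Dlg1 count of each library (points), with the mean of each group (bars) and 1 SD (error bars), n = 4 mice per group. The SAP97-cKO libraries lie between 2009 and 3065 counts and the control libraries between 3983 and 4691.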

The normalized count of reads mapping to exon 10 of *SAP97* showed almost 30-fold reduction from an average of 242 in the control samples to an average of 8 in the SAP97-cKO samples affirming the efficacy of the knockdown procedure. The differential expression analysis was performed using the R Bioconductor package limma-voom [34,35]. 

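With an FDR under 0.5 and a fold change above 1.6 in either direction, edgeR gave 509 genes, of which 432 were lower and 77 higher in SAP97-cKO hippocampi. Without the fold threshold, 3617 genes had an FDR under 0.5. In the authors' deposited table, 840 genes met both thresholds, 608 of them lower and 232 higher. With the meningeal fibroblast covariate edgeR gave 0 genes in place of 509, with 579 genes at an unadjusted p under 0.05, and with the oligodendrocyte covariate it gave 3. Both covariates differ between the genotypes, so these fits take out part of any genotype effect and do not explain the 509 genes. Without a covariate, limma-voom gave 437 genes and DESeq2 gave 432. Single libraries also moved the count. It was 904 without control replicate 1, 15 without control replicate 2, 77 without control replicate 3 and 23 without SAP97-cKO replicate 4, and it was 0 without SAP97-cKO replicate 3, where edgeR left 1259 genes at an unadjusted p under 0.05.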

The top 566 genes with FDR < 0.5 and fold-change of greater than 1.6 were used for general pathway enrichment analyses, which were performed using Ingenuity IPA.

### Analysis of overlap between differentially expressed genes and risk-associated disease genes

The significance of overlap between the set of differentially expressed genes (DEGs) and risk-associated ASD, SCZ, and other neuronal disorder genes was analyzed using non-parametric analysis. The ASD gene list was chosen from research by Silvia De Rubeis et al., while the SCZ and ataxia gene lists were chosen from online resources (szdb.org, genedx.com). Details of the lists chosen and overlap analysis are discussed in results section. The mean and variance of the corresponding hypergeometric distribution were calculated. The *p* value of the significance of the overlap was estimated using the hypergeometric probability test.

### Statistics

Data were analyzed using Prism (GraphPad Software, La Jolla, CA). Significant differences within groups were determined using either Student’s t-test, one-way ANOVA followed by Tukey’s test for multiple comparisons, or repeated-measures two-way ANOVA followed by Tukey’s test for multiple comparisons. For all tests except for RNAseq, the significance threshold was set to p<0.05. The significance threshold for DEGs in the RNAseq experiment was set to FDR <0.25.

## Results

### Targeted deletion of SAP97 to neurons

Global *SAP97* knockout mice have been generated, but die soon after birth due to a craniofacial defect. In order to study the effect of loss of *SAP97* on neuronal development and behavior, we conditionally knocked out *SAP97* by crossing Nestin-cre mice with *SAP97* floxed mice (see Methods). SAP97-cKO mice were born at Mendelian ratios and were grossly normal. At two months of age, we harvested tissue from the cerebellum, hippocampus, and cortex from control and SAP97-cKO animals of both sexes and prepared protein lysates for western blot analysis. In all three brain regions, the abundance of *SAP97* was significantly reduced (Cerebellum: Ctrl 3.998 ± 0.9833, n = 4; SAP97-cKO 1.373 ± 0.348, n = 5, p = 0.0279; Hippocampus: Ctrl 4.252 ± 0.6751, n = 5; SAP97-cKO 1.215 ± 0.4314, n = 5, p = 0.0053; Cortex: Ctrl 0.287 ± 0.08557, n = 5; SAP97-cKO 0.06179 ± 0.01072, n = 5, p = 0.0311), indicating that we successfully generated cKO animals (Fig 1).

**Fig 1:**
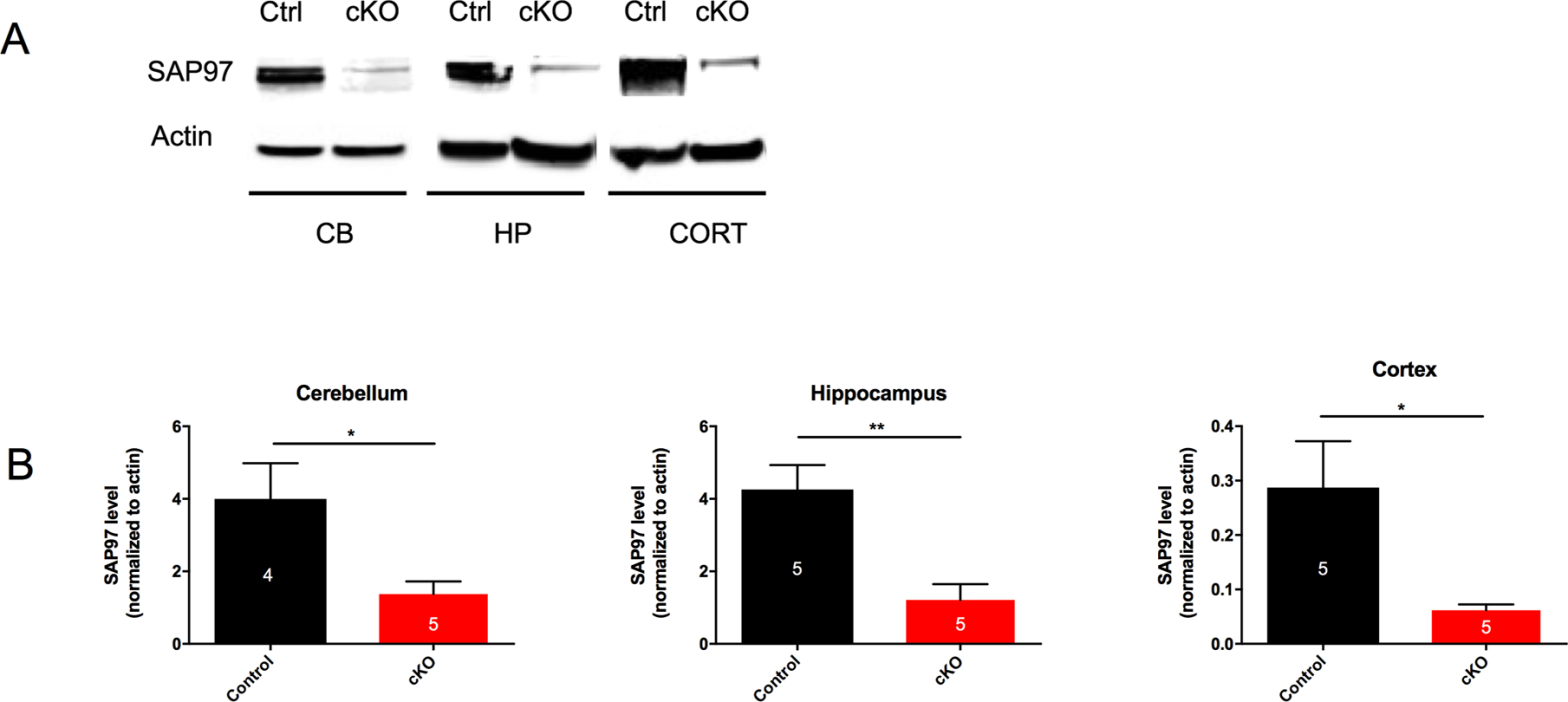
SAP97 protein is sufficiently knocked down in SAP97-cKO animals. (A) Western blots showing reduced *SAP97* band intensity in cerebellum, hippocampus, and cortex. (B) Quantification of western blot analysis. *P < .05, **P < .01 (two-tailed Student’s *t* test). Data are presented as mean ± SEM.

### No apparent compensation by other Dlg-MAGUK family members

Previous work shows that the Dlg-MAGUKs (*PSD-95*, *PSD-93*, *SAP102*, and *SAP97*) can have redundant functions in electrophysiological assays. In order to examine whether loss of *SAP97* led to compensatory changes in the abundance of the other Dlg-MAGUK family members, we measured total protein levels in the cerebellum, hippocampus, and cortex. There was no significant difference in the abundance of any other Dlg-MAGUK at the protein level in control versus SAP97-cKO male animals (Fig 2). These data suggest that if members of the Dlg-MAGUK family compensate for the lack of *SAP97*, they do so without a change in overall abundance.

**Fig 2:**
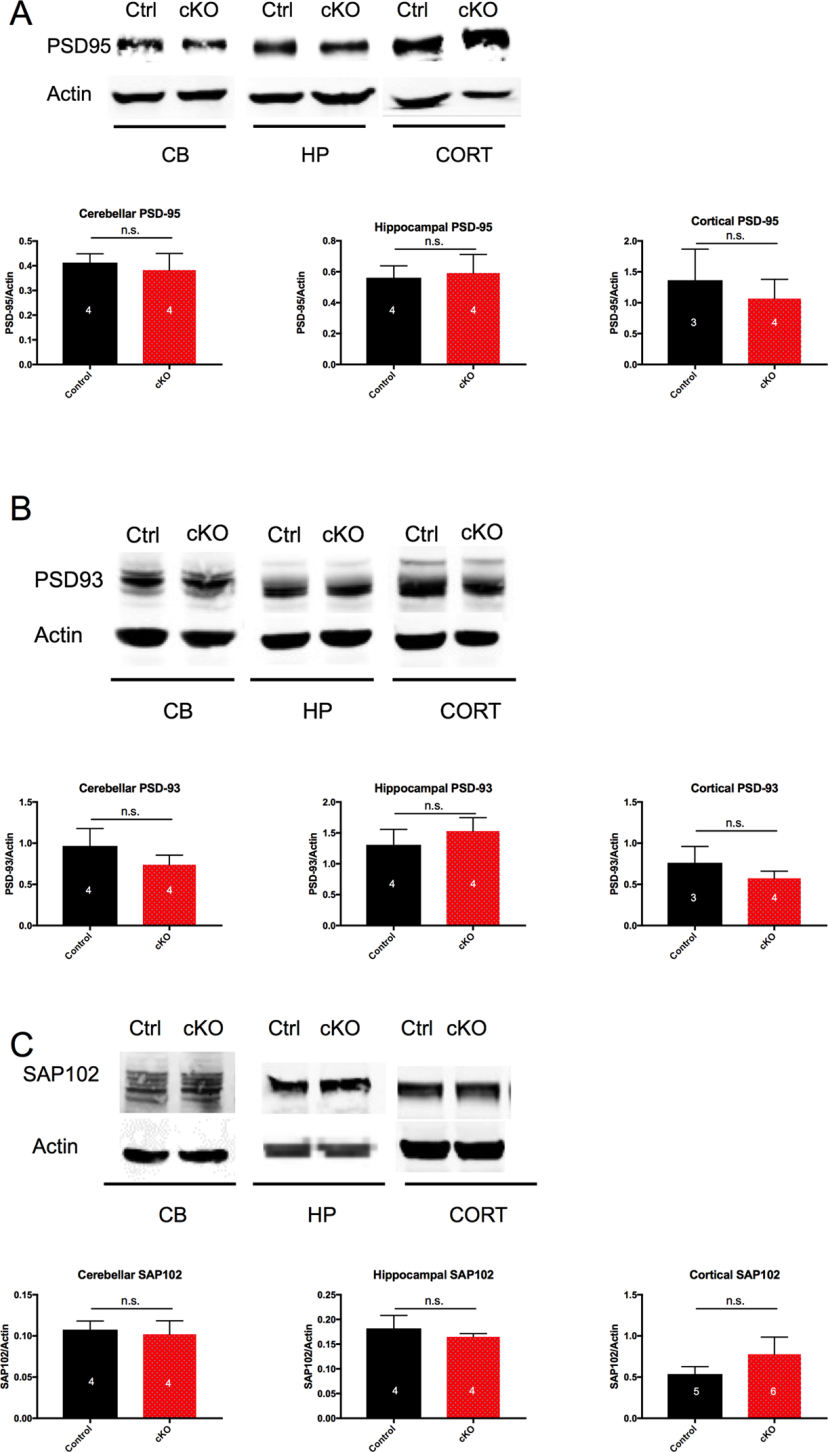
No compensation by Dlg-MAGUK family abundance in SAP97-cKO animals. (A) Western blots and quantification showing no significant change in abundance of *PSD-95* in cerebellum, hippocampus, and cortex. (B) Western blots and quantification showing no significant change in abundance of *PSD-93* in cerebellum, hippocampus, and cortex. (C) Western blots and quantification showing no significant change in abundance of *SAP102* in cerebellum, hippocampus, and cortex. n.s., no significance (two-tailed Student’s *t* test). Data are presented as mean ± SEM.

### No changes in gene expression level of known SAP97 binding partners or interactors

*SAP97* is a scaffolding protein that allows for a large number of protein-protein interactions. Thus, the absence of *SAP97* could potentially affect the expression level of numerous proteins. To determine whether loss of *SAP97* contributes to changes in expression levels of other identified members of the postsynaptic density, we conducted a directed qPCR screen. We measured mRNA levels firstly of all AMPAR subunits, as *SAP97* is known to be the only Dlg-MAGUK to directly bind *GluA1*. mRNA levels of *GluA1*, *GluA3*, and *GluA4* remained unchanged in the three brain regions that were probed (cerebellum, hippocampus, and cortex) (Fig 3A). Results from *GluA2* were highly variable and thus removed from the study.

**Fig 3:**
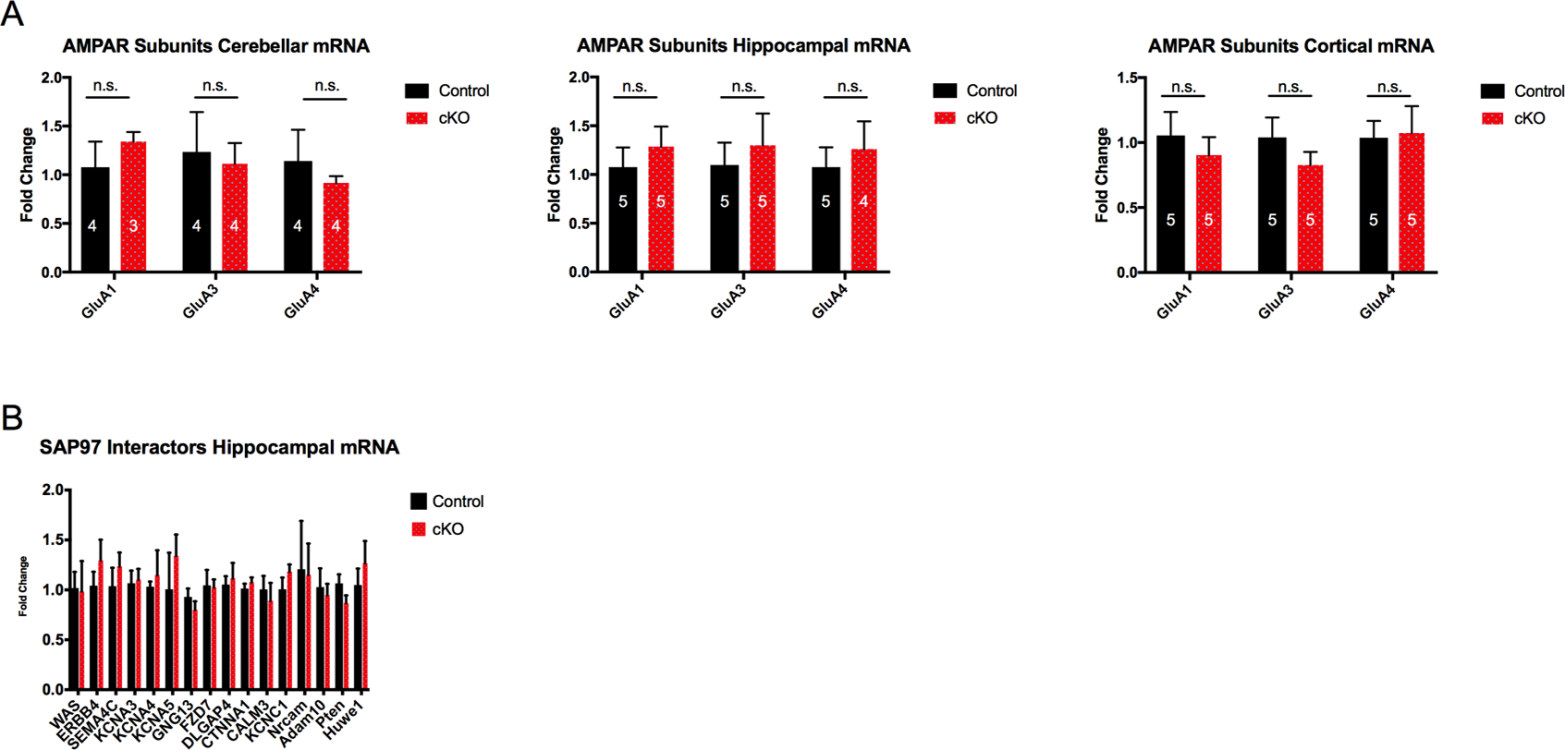
No change in mRNA expression level of AMPAR subunits and selected SAP97 interactor genes in SAP97-cKO animals. (A) qPCR results showing no significant change in abundance of *GluA1*, *GluA3*, or *GluA4* mRNA transcripts in selected brain regions. (B) qPCR results showing no significant change in abundance of mRNA levels of selected *SAP97* interactor genes in hippocampus. n.s., no significance (two-tailed Student’s *t* test). Data are presented as mean ± SEM.

We next sought to determine whether the levels of other proteins known to interact with *SAP97* were affected by loss of *SAP97*. We measured mRNA levels of 16 genes in the hippocampus. From our selection of 16 genes, we observed no differences in the mRNA expression level between control and SAP97-cKO animals (Fig 3B). These results would suggest that the abundance of genes from our selection is not significantly regulated by *SAP97* expression.

### Identification of SAP97-regulated transcripts in the hippocampus

Given that we observed no group differences in our directed qPCR screen, we sought a broader, unbiased approach by performing RNAseq analysis on hippocampi from SAP97-cKO and control mice (n = 4 per group). 

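RNA from the hippocampi of 4 control and 4 SAP97-cKO male mice was sequenced as 1 library per mouse. SAP97-cKO mice carry a floxed Dlg1 gene that is deleted by the Cre recombinase under the Nestin promoter, and the methods list Cre-only, floxed and wild-type littermates as controls. The genotype of each control library was not given in the sources used here. The authors aligned the reads to mm10 (GRCm38.p5) with STAR 2.5.3a, and their PORT pipeline resampled the reads to a common depth and counted them on Ensembl genes. The deposited table holds these whole-number counts for 25834 genes, together with the log2 fold change, p-value and q-value of the authors' own limma-voom comparison. Control libraries held 37388177 to 37416649 counts (median 37408485) and SAP97-cKO libraries held 37391907 to 37426572 counts (median 37401776). The submitters' description gives a lower depth, and the values here use the totals in the table. The library totals differed by 0.103%. The resampling fixes this, so the totals do not show how deeply each mouse was sequenced. From these counts, 16251 genes with enough reads (edgeR's filterByExpr, by genotype) were tested, which held 99.9% of all counts. Libraries were scaled by TMM factors of 0.964 to 1.03, and the genotypes were compared by edgeR's quasi-likelihood test at the FDR of 0.25 that the paper uses. Genes with few reads are left out by this filter, and another filter, scaling or test changes how many genes pass the threshold. Genes on the mitochondrial chromosome (15 genes) held 3.73% to 4.93% of the counts of a library and were kept. In simulated counts with the means and spread of these libraries, the test found 66.6% of genes changed 1.6-fold, 85.7% of genes changed 2-fold and 97.3% of genes changed 4-fold. Of its calls there, 24.7% were false. Each gene was drawn on its own, so variation shared between genes was left out. In the real libraries, splits that did not follow genotype called up to 1474 genes. The simulated rates therefore do not show how often the test finds or falsely calls genes here.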

For each animal, we verified the presence or absence of *SAP97* by western blot on brain tissue before submitting hippocampal samples for sequencing.

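Of the 16251 genes tested in the 8 hippocampal libraries, 46 were lower and 2 were higher in SAP97-cKO mice at an FDR under 0.25. The lowest adjusted p was 0.143, and 0 genes had an FDR under 0.05 in edgeR or in limma-voom. DESeq2 gave 154 genes there and edgeR without the filter on low counts gave 10. With the replicate number as a block, edgeR gave 34 genes there. At an FDR under 0.25 the block gave 234 lower and 22 higher genes. Nothing in the sources used here says that a replicate number marks a litter, a day or a batch. Without the block, edgeR gave 1907 genes at an unadjusted p under 0.05, 1139 lower and 768 higher. The fold changes of the 46 lower genes ran from -2.15 to -0.30 on the log2 scale. In all 48 genes past the threshold the control and SAP97-cKO libraries did not overlap, as in 6.25% of the genes tested, where chance gives 2.86%. All 67 genes of Table 1 were found in the deposited table. Of these, 57 passed the filter, all 57 were lower in SAP97-cKO, and 43 were past the threshold. The other 14 had adjusted p-values of at most 0.298. The 10 genes of Table 1 that were not tested had between 12 and 47 reads over all 8 libraries. Adjusted over the list alone, 57 genes of Table 1 were past the threshold, which is not independent evidence since the paper chose the list on these libraries.
The gene with the smallest p was Sgk1 (ENSMUSG00000019970; chromosome 10 of GRCm38, 21882184 to 21999903), which encodes a serum- and glucocorticoid-regulated kinase. Sgk1 had 3892 ± 392 normalized counts (SD, n = 4) in controls and 2632 ± 97.5 (SD, n = 4) in SAP97-cKO, a log2 fold change of -0.56 (standard error 0.077, adjusted p = 0.143 from edgeR). The next smallest p-values were those of Dlg1 and of Serping1, a complement C1 inhibitor. All 3 lost their call without control replicate 2, without SAP97-cKO replicate 3 and without SAP97-cKO replicate 4, as did all other genes, since edgeR then called 0 genes (1403, 1259 and 1167 genes at an unadjusted p under 0.05). Without control replicate 1 edgeR called 960 lower and 715 higher genes, and without SAP97-cKO replicate 1 it called 450 lower and 261 higher genes. DESeq2 moved the count most among the tests, with 563 lower and 414 higher genes. Limma-voom with TMM scaling gave 48 lower and 2 higher genes, and 43 genes were called by both it and edgeR. With the meningeal fibroblast covariate, whose values did not overlap between the genotypes and take out part of any genotype effect, edgeR called 0 genes. There Sgk1 was at -0.46 (standard error 0.13), Dlg1 at -0.56 (0.17) and Serping1 at -0.63 (0.21). Without the covariate they were at -0.56 (0.077), -0.86 (0.12) and -1.03 (0.15), so the folds were smaller with it and the errors wider. Of the 35 ways to split the 8 libraries into 4 and 4, 3 gave at least 46 genes in 1 direction, the split by genotype included.

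**Figure D2:**
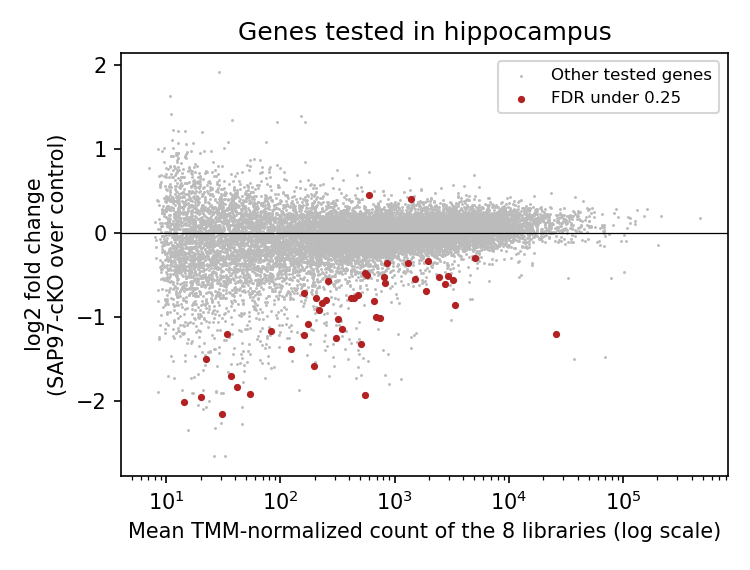
Log2 fold change (SAP97-cKO over control) of each gene tested against its mean TMM-normalized count over the 8 libraries (log scale). The genes with an FDR under 0.25 in edgeR (red) are 46 lower and 2 higher genes among the 16251 tested (gray).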

A total of 66 genes were found to be significantly downregulated in the SAP97-cKO animals as compared to control hippocampi (FDR < 0.25) (Fig 4A, Table 1). In contrast, only one gene was upregulated in the hippocampi of SAP97-cKO animals as compared to control hippocampi. 

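The single higher gene of Table 1 is Rps12-ps3 (ENSMUSG00000067038; chromosome 19 of GRCm38, 59322290 to 59322783), a copy of the ribosomal protein gene Rps12. It had 1 read over the 4 control libraries and 11 reads over the 4 SAP97-cKO libraries, a ratio of 11.0 with an exact 95% interval of 1.60 to 473 that covers counting error only. The filter left Rps12-ps3 untested for this reason. Without the filter its log2 fold change was 2.98 (standard error 1.14, adjusted p = 0.465 from edgeR), and the normalized counts of the groups overlapped (exact two-sided permutation test, p = 0.0571). In the authors' deposited table its log2 fold change is 2.47 with a q-value of 0.153. The authors' counting could have split reads between Rps12-ps3 and Rps12, which had a log2 fold change of -0.12 (standard error 0.15, adjusted p = 0.750 from edgeR). The 2 genes that edgeR placed above the threshold in the higher direction were Zfp46 and Mmp14. Zfp46 (ENSMUSG00000051351; chromosome 4, 136284683 to 136293942), a zinc finger gene, had 1212 ± 74.2 normalized counts (SD, n = 4) in controls and 1597 ± 54.9 (SD, n = 4) in SAP97-cKO, a log2 fold change of 0.40 (standard error 0.066, adjusted p = 0.143 from edgeR). Mmp14 (ENSMUSG00000000957; chromosome 14, 54431612 to 54445364), a membrane-bound matrix metalloproteinase, had 502 ± 31.3 (SD, n = 4) and 686 ± 65.2 (SD, n = 4), a log2 fold change of 0.45 (standard error 0.092, adjusted p = 0.247 from edgeR). Mmp14 was past the threshold in limma-voom and not in edgeR without scaling (adjusted p = 0.264). Of the single libraries, SAP97-cKO replicates 2, 3 and 4 and control replicates 2, 3 and 4 each ended the call of Mmp14 when left out, where its adjusted p from edgeR was 0.276 to 0.646, and over the settings tried with the 8 libraries it ran from 0.00446 to 0.967. The call of Zfp46 ended without control replicate 2 (0.427), without SAP97-cKO replicate 3 (0.524) and without SAP97-cKO replicate 4 (0.424), where edgeR called no gene at all. Its adjusted p over the settings ran from 7.45e-05 to 0.967.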

Gene ontology analysis of the DEGs revealed enrichment for numerous cellular and molecular functional categories, including those related to “Cell Morphology,” “Cellular Development,” and “Cell-To-Cell Signaling and Interaction” (Tables 2 and 3). Additionally, the top enriched ID Associated Network Functions included “Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function,” and “Developmental Disorder, Embryonic Development, Organ Development” (Table 4). Gene ontology terms to describe gene products known to be associated with ASD or the neurexin-neuroligin-SHANK complex in mice frequently include “Cell Communication” and “Nervous System Development”, which overlaps with the findings in our RNAseq study [36]. Previous studies that have conducted RNAseq on SCZ patients and performed gene ontology analysis on the resulting DEGs have identified regulation of the actin cytoskeleton as a key pathway [6]. While the actin cytoskeleton was not directly implicated by our RNAseq study, it is essential for many of the gene ontology analysis terms listed in our data set. As proper arrangement of the actin cytoskeleton is essential for neuronal cell maturation and migration, neurite outgrowth, and maintenance of synaptic density and plasticity, dysregulation of these pathways in the nervous system could have severe consequences in psychiatric disorders such as SCZ.

**Fig 4:**
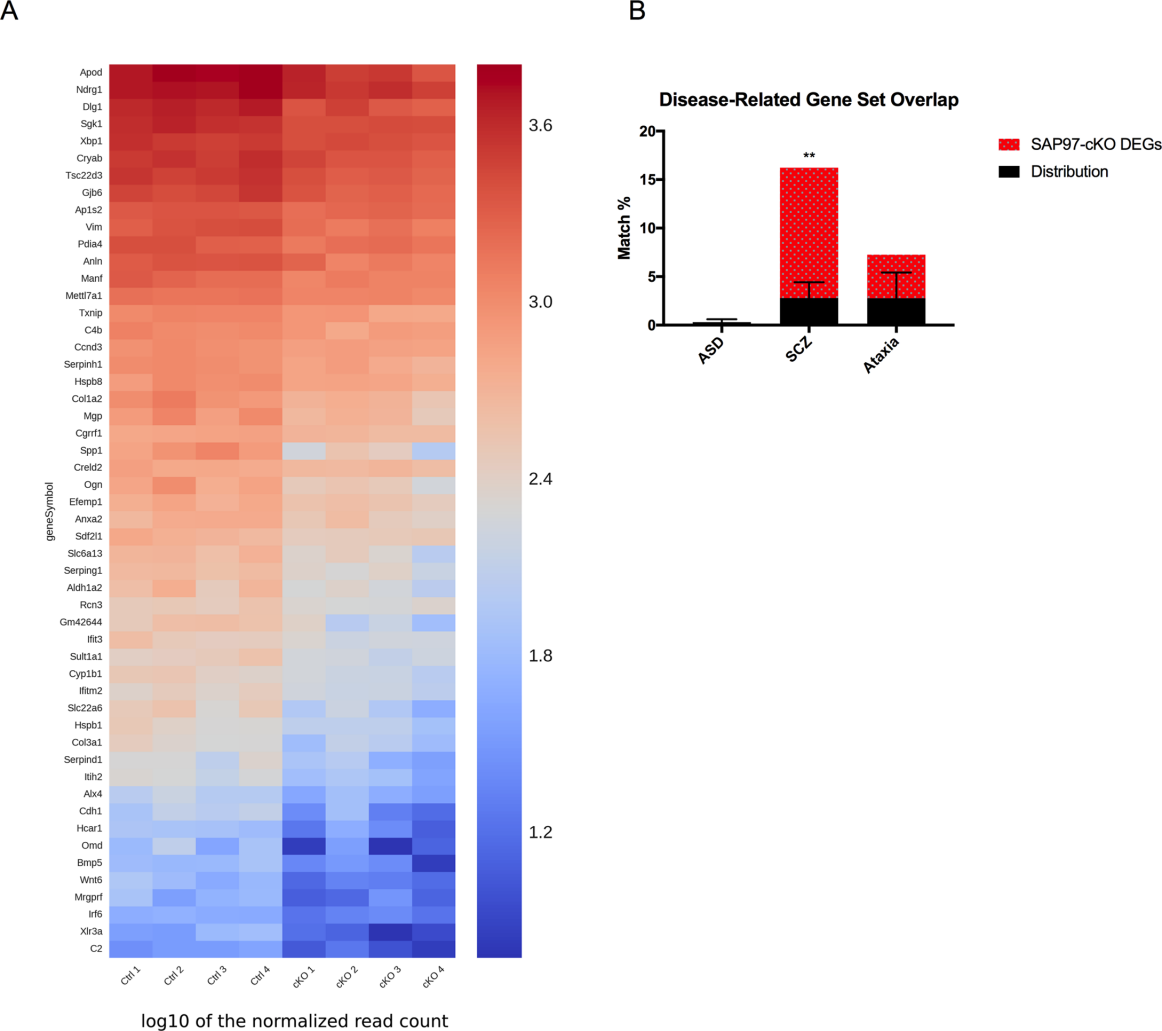
Loss of SAP97 leads to downregulation of DEGs and enrichment of SCZ risk-related genes. (A) Heat map representation of downregulation of DEGs in SAP97-cKO hippocampus. (B) DEGs are specifically enriched for SCZ risk-related genes. *P < .05 (two-tailed Student’s *t* test), **P < .01 (hypergeometric probability test).

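Per library, the TMM-normalized counts of the 4 control hippocampi did not overlap those of the 4 SAP97-cKO hippocampi for 65 of the 67 genes of Table 1. For a gene unrelated to genotype the chance of this is 2.86%, and these genes were chosen by the paper on the same libraries. The exceptions were Rps12-ps3 and Oas1g, both with few reads. Among the 57 genes that were tested, the log2 fold changes ran from -2.27 to -0.30. With each library left out in turn, 57 or 58 genes of Table 1 passed the filter and all of them were below 0, while the number of Table 1 genes past the threshold ran from 0 to 58. It was 0 without control replicate 2, without SAP97-cKO replicate 3 and without SAP97-cKO replicate 4, where edgeR called no gene at all, and 24 without control replicate 4.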

**Table 1:** List of genes with significant expression differences between control and SAP97-cKO mice.

Ensemble Genome ID	Gene Symbol	Log Fold Change
ENSMUSG00000019970	Sgk1	0.604982801
ENSMUSG00000022770	Dlg1	0.920172279
ENSMUSG00000023224	Serping1	1.092300119
ENSMUSG00000029304	Spp1	2.086028102
ENSMUSG00000031431	Tsc22d3	0.662945543
ENSMUSG00000021390	Ogn	-1.36634343
ENSMUSG00000026728	Vim	-0.73795218
ENSMUSG00000022769	Sdf2l1	0.813450163
ENSMUSG00000020467	Efemp1	0.785266079
ENSMUSG00000033227	Wnt6	1.860240362
ENSMUSG00000055128	Cgrrf1	0.544558433
ENSMUSG00000037254	Itih2	-1.44816667
ENSMUSG00000070691	Runx3	2.433336132
ENSMUSG00000032575	Manf	0.581728345
ENSMUSG00000031289	Il13ra2	1.998579379
ENSMUSG00000029661	Col1a2	1.062558267
ENSMUSG00000067038	Rps12-ps3	2.467941625
ENSMUSG00000054619	Mettl7a1	-0.39870621
ENSMUSG00000024650	Slc22a6	1.704915114
ENSMUSG00000015090	Ptgds	1.253057418
ENSMUSG00000026043	Col3a1	1.300397001
ENSMUSG00000030357	Fkbp4	0.343944084
ENSMUSG00000071005	Ccl19	2.363646432
ENSMUSG00000105843	Gm42644	-1.52239332
ENSMUSG00000030711	Sult1a1	0.875568486
ENSMUSG00000079293	Clec7a	2.007730582
ENSMUSG00000070436	Serpinh1	0.658564574
ENSMUSG00000030154	Klrb1f	2.174662835
ENSMUSG00000004951	Hspb1	1.133328217
ENSMUSG00000036777	Anln	0.750523147
ENSMUSG00000027248	Pdia3	0.350126593
ENSMUSG00000030218	Mgp	1.053034845
ENSMUSG00000030108	Slc6a13	1.258734628
ENSMUSG00000057836	Xlr3a	2.154616401
ENSMUSG00000000303	Cdh1	1.987938463
ENSMUSG00000024087	Cyp1b1	-0.95956574
ENSMUSG00000032231	Anxa2	0.831693618
ENSMUSG00000060591	Ifitm2	-0.82147731
ENSMUSG00000049241	Hcar1	1.730353275
ENSMUSG00000032060	Cryab	0.561687665
ENSMUSG00000026638	Irf6	1.238846117
ENSMUSG00000022548	Apod	0.868596841
ENSMUSG00000013584	Aldh1a2	1.291353747
ENSMUSG00000019539	Rcn3	0.615255839
ENSMUSG00000040055	Gjb6	-0.57564983
ENSMUSG00000040310	Alx4	1.225356858
ENSMUSG00000031367	Ap1s2	0.377838987
ENSMUSG00000023272	Creld2	-0.51269519
ENSMUSG00000038155	Gstp2	-1.96171475
ENSMUSG00000107215	Gm43197	2.106413397
ENSMUSG00000074896	Ifit3	0.830338737
ENSMUSG00000020484	Xbp1	0.420933711
ENSMUSG00000034435	Tmem30b	2.348757156
ENSMUSG00000022766	Serpind1	1.521272379
ENSMUSG00000005125	Ndrg1	0.558146377
ENSMUSG00000038393	Txnip	0.584362558
ENSMUSG00000041548	Hspb8	0.559621993
ENSMUSG00000034165	Ccnd3	0.399017781
ENSMUSG00000027048	Abcb11	-2.19248413
ENSMUSG00000073418	C4b	0.516645555
ENSMUSG00000025823	Pdia4	-0.55418986
ENSMUSG00000031070	Mrgprf	1.766073987
ENSMUSG00000032179	Bmp5	1.738362368
ENSMUSG00000043795	Prr33	2.024615333
ENSMUSG00000048368	Omd	2.520720092
ENSMUSG00000066861	Oas1g	2.341011247
ENSMUSG00000024371	C2	1.517189655

**Table 2:** List of top diseases identified through IPA that were affected in hippocampus of SAP97-cKO animals.

Name	p-value	Genes Affected
Organismal Injury and Abnormalities	2.58E-02–1.30E-05	37
Respiratory Disease	2.52E-02–1.30E-05	10
Endocrine System Disorders	2.52E-02–1.42E-05	16
Gastrointestinal Disease	2.21E-02–1.42E-05	21
Immunological Disease	2.52E-02–1.42E-05	14

**Table 3:** List of top molecular and cellular functions identified through IPA that were affected in hippocampus of SAP97-cKO animals.

Name	p-value	Genes Affected
Cell Death and Survival	2.83E-02–5.79E-05	21
Cellular Movement	2.52E-02–6.58E-05	18
Cell Morphology	2.52E-02–2.70E-04	19
Cellular Development	2.52E-02–2.70E-04	25
Cell-To-Cell Signaling and Interaction	2.47E-02–3.32E-04	17

**Table 4:** List of top networks identified through IPA that were affected in hippocampus of SAP97-cKO animals.

ID Associated Network Functions	Score
Organismal Injury and Abnormalities, Respiratory Disease, Cellular Movement	35
Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function	22
Ophthalmic Disease, Organismal Injury and Abnormalities, Hereditary Disorder	22
Cell Cycle, Gene Expression, Skeletal and Muscular System Development and Function	5
Developmental Disorder, Embryonic Development, Organ Development	2

### Schizophrenia risk enrichment in DEG set

Given that *SAP97*, along with the other members of the Dlg-MAGUK family, have been strongly implicated in psychiatric disorders such as ASD and SCZ, we chose to examine whether the DEG set was enriched for disease risk-associated genes. In order to determine whether the DEG set had a significant overlap with genes implicated in psychiatric disorders such as ASD and SCZ, we compared our DEG set with disease-related gene databases. For determining overlap with ASD-related genes, we used the gene set previously generated from the transmission and *de novo* association test (TADA), which consists of 107 genes. When we matched our DEG list to the TADA ASD gene list, we did not find the match percentage to be significant based on the hypergeometric distribution (Distribution mean = 0.30, standard deviation = 0.30; SAP97-cKO DEG 0.0) (Fig 4B). We next chose to compare our DEG list to SCZ risk-related genes found from SZDB: A Database for Schizophrenia Genetic Research (szdb.org). The distilled list of genes from this database gives a score for each gene based on criteria such as convergent functional genomics, copy number variation, differential expression, genome wide association study, and linkage and association studies. The more categories a certain gene is implicated in, the higher the score for that gene. Based on this model, we chose the top 1,000 genes from this database to match to our SAP97-cKO DEG list. Interestingly, we found the SAP97-cKO DEG list to have a significant amount of overlap to the SZDB list based on the hypergeometric test (Distribution mean = 2.79, standard deviation = 1.63; SAP97-cKO DEG 13.43, p = 0.0018) (Fig 4B). 

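Of the 67 genes of Table 1, 9 are the SCZ-related genes that the paper names (Serping1, Runx3, Clec7a, Serpinh1, Cdh1, Ap1s2, Xbp1, Serpind1 and C4b in the mouse). The SZDB, ASD and ataxia gene lists were not used here, and no overlap was tested. In the edgeR comparison of the 4 SAP97-cKO and 4 control hippocampi, 8 of the 9 had enough reads to be tested and all 8 were lower in SAP97-cKO. Serping1, Clec7a, Serpinh1 and Ap1s2 were past the FDR of 0.25. Adjusted over the list alone, all 8 were past it, which is not independent evidence since these genes were picked from calls on the same libraries. The number past the threshold over all genes tested was 6 in limma-voom and 8 in DESeq2. It was 0 with the meningeal fibroblast covariate, where all 8 stayed lower and the adjusted p from edgeR was 0.967 for each. The values of the covariate did not overlap between the genotypes, so that fit takes out part of any genotype effect. With that covariate the log2 fold changes were -0.63 for Serping1, -0.27 for Serpinh1, -0.76 for Cdh1, -0.27 for Ap1s2, -0.27 for Xbp1 and -0.66 for Serpind1, all smaller in size than without it, while Clec7a went from -1.96 (standard error 0.33) to -2.05 (standard error 0.59) and C4b from -0.47 (standard error 0.11) to -0.54 (standard error 0.20). The number past the threshold was 8 without control replicate 1, 8 without SAP97-cKO replicate 1, and 0 without control replicate 2, without SAP97-cKO replicate 3 or without SAP97-cKO replicate 4. The paper bases the enrichment for SCZ risk-related genes on a hypergeometric test of the overlap of its DEG list with the top genes of SZDB.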

Finally, we matched our SAP97-cKO DEG list to ataxia risk-related genes as a negative control, as ataxia is not classified as a neuropsychiatric disorder and *SAP97* has not previously been implicated in ataxia. We used a list of ataxia risk-related genes compiled from GeneDx, whose clinical team compiled using multiple sources, including Online Mendelian Inheritance in Man (OMIM), Human Gene Mutation Database (HGMD), and Human Phenotype Ontology (HPO) terms. The total number of genes in this list was 993, which would also allow us to control for the size of the SCZ gene list used. When we compared our SAP97-cKO DEG list to the GeneDx ataxia gene set, we found no significant match percentage (Distribution mean = 2.77, standard deviation = 2.65; SAP97-cKO DEG 4.48) (Fig 4B). Together, these results suggest that SAP97-cKO DEGs are specifically enriched for SCZ risk-related genes.

### Behavioral analysis of SAP97-cKO mice

Next, we performed a battery of behavioral tests to screen for behavioral deficits in the SAP97-cKO mice.

#### Mild exploratory behavior deficit in female SAP97-cKO animals

We first performed the open field test to examine general ambulation. In the males, we observed no change in the total distance traveled (Ctrl 64.8 ± 2.102, n = 29; SAP97-cKO 61.76 ± 3.763, n = 19) (Fig 5A) or the speed of the animals (Ctrl 0.07214 ± 0.002259, n = 29; SAP97-cKO 0.06847 ± 0.004183, n = 19) (Fig 5B). This indicates that the male SAP97-cKO mice do not have a basic impairment in movement. However, female SAP97-cKO animals exhibited decreases in total distance traveled (Ctrl 64.39 ± 3.495, n = 24; SAP97-cKO 52.1 ± 4.519, n = 12, p = 0.0446) (Fig 5A) and speed (Ctrl 0.0717 ± 0.004071, n = 24; SAP97-cKO 0.058 ± 0.005053, n = 12, p = 0.0497) (Fig 5B). These observations may indicate either a motor deficit or an impairment in exploratory behavior that is specific to female SAP97-cKO animals.

**Fig 5:**
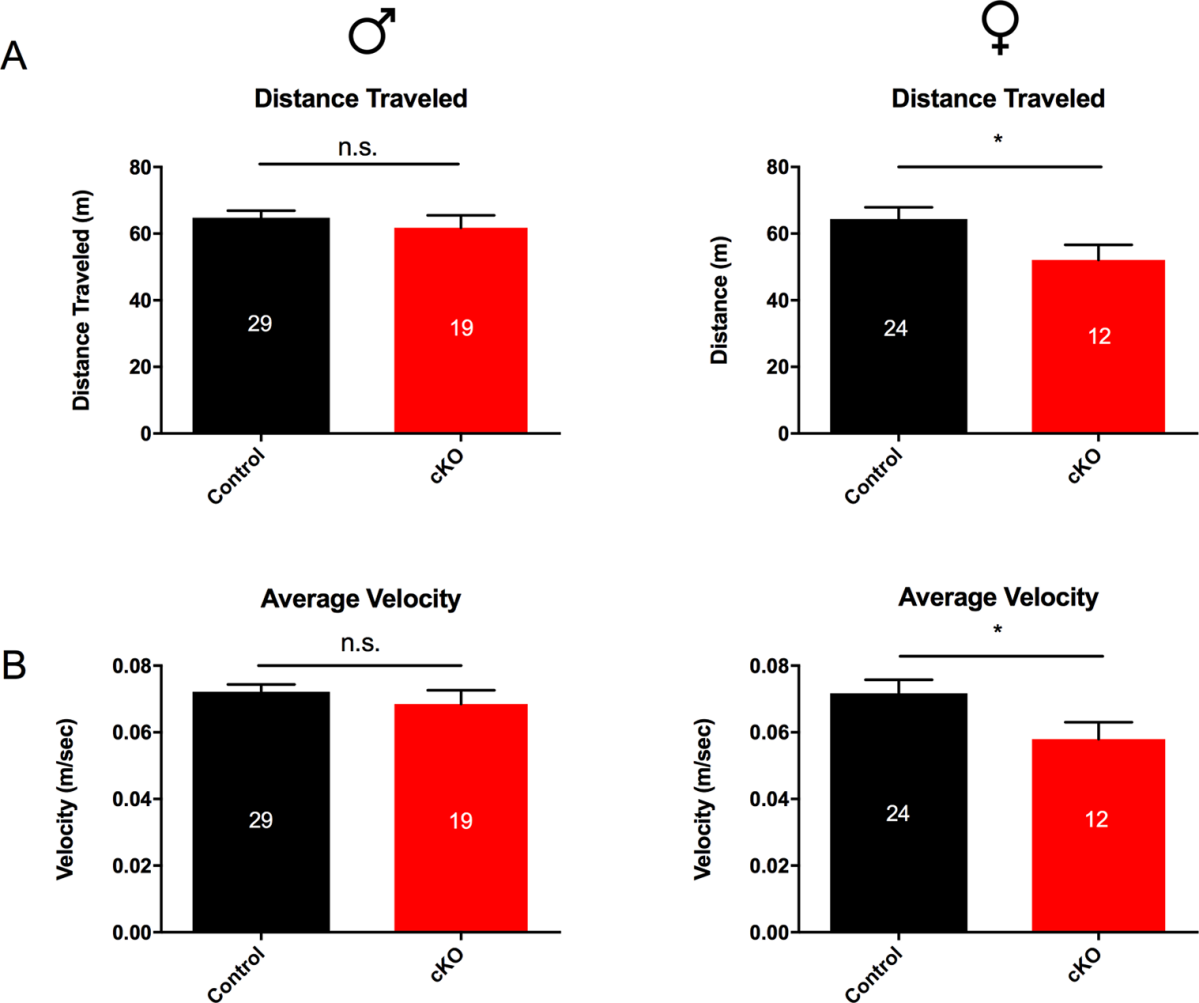
Open field behavior indicates female-specific deficit in exploratory motor behavior of SAP97-cKO animals. (A) No group differences seen in average distance traveled in male animals. Female SAP97-cKO animals display significantly less distance traveled. (B) No group differences seen in average speed in male animals, while female SAP97-cKO show decreased speed. n.s., no significance, *P < .05, **P < .01 (two-tailed Student’s *t* test). Data are presented as mean ± SEM.

#### No changes in anxiety levels in SAP97-cKO animals

We next chose to examine anxiety-like behavior. In order to gauge whether SAP97-cKO mice had alterations in anxiety-like behavior, we performed the standard elevated plus maze. When comparing time spent in open arms versus the closed arms, we saw no significant differences between genotypes in both males (open arms: Ctrl 69.75 ± 4.098, n = 33; SAP97-cKO 62.47 ± 9.331, n = 15; closed arms: Ctrl 160.8 ± 5.339, n = 33; SAP97-cKO 179.3 ± 8.893, n = 15) and females (open arms: Ctrl 68.17 ± 6.734, n = 20; SAP97-cKO 64.85 ± 7.72, n = 13; closed arms: Ctrl 156.6 ± 8.515, n = 20; SAP97-cKO 172.5 ± 8.559, n = 13) (Fig 6A). Likewise, the number of entries into the open versus closed arms was similar between genotypes of both sexes (Fig 6B). Total distance traveled in the maze was also measured and compared between Ctrl and SAP97-cKO animals to ensure no significant differences in overall exploration of the maze (Fig 6C). These observations indicate no obvious anxiety-like phenotype in the SAP97-cKO animals.

**Fig 6:**
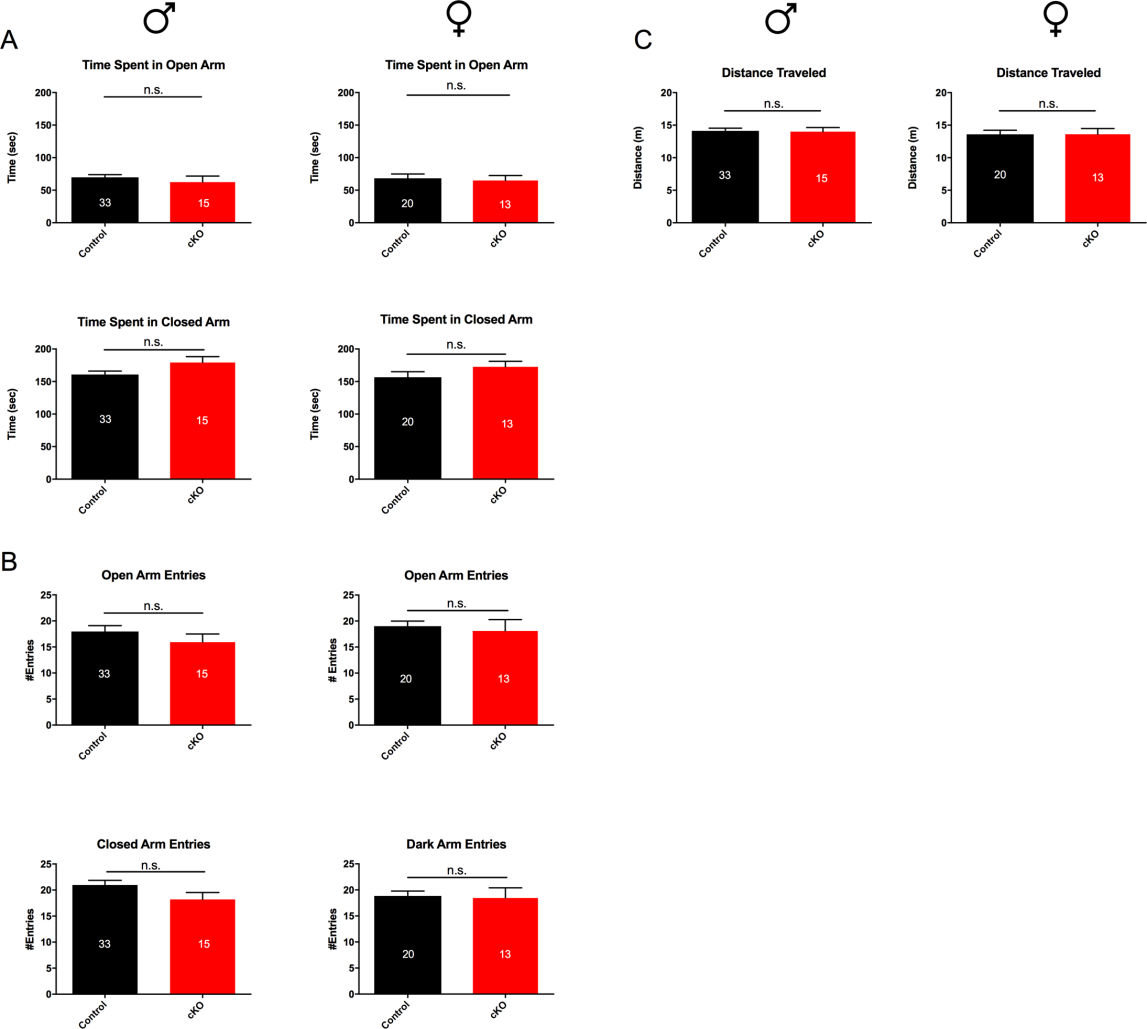
Comparison of elevated plus maze behavior between control and SAP97-cKO animals. (A) No group differences seen in average total time spent in open arms vs closed arms of maze. (B) No group differences seen in total open arm entries or closed arm entries. (C) No group differences seen in average distance traveled in elevated plus maze apparatus. n.s., no significance (two-tailed Student’s *t* test). Data are presented as mean ± SEM.

#### Mild male-specific cognitive deficit in SAP97-cKO mice

We next chose to examine cognitive behavior in the SAP97-cKO mice. The novel object recognition task is a standard test for cognition that measures ability to recall an object previously observed, as indicated by preference for a novel object (see Methods). During the training phase of this task, we observed no significant differences between the ratio of time spent investigating the two identical objects A and A’ for both males and females (Male: Ctrl 1.364 ± 0.1438, n = 29; SAP97-cKO 1.441 ± 0.1578, n = 15; Female: Ctrl 1.3 ± 0.2506, n = 22; SAP97-cKO 1.301 ± 0.2775, n = 10) indicating that the animals had no prior bias. During the testing phase, control male mice displayed a marked increase in the preference index for the novel object, while SAP97-cKO male mice showed no significant increase in novel object preference index (Ctrl A-A 1.364, Ctrl A-B 2.457; SAP97-cKO A-A 1.441, SAP97-cKO A-B 1.941, *F*_*(3*, *79)*_ = 5.311, p = 0.0022) (Fig 7). When we examined this behavior in the females, we observed a trending, but not significant, increase in preference index for the novel object in both control and SAP97-cKO animals (Ctrl A-A 1.3, Ctrl A-B 2.255; SAP97-cKO A-A 1.301, SAP97-cKO A-B 2.575, *F*_*(3*, *57)*_ = 2.59, p = 0.0616) (Fig 7). These findings suggest a modest male-specific cognitive deficit in the SAP97-cKO animals.

**Fig 7:**
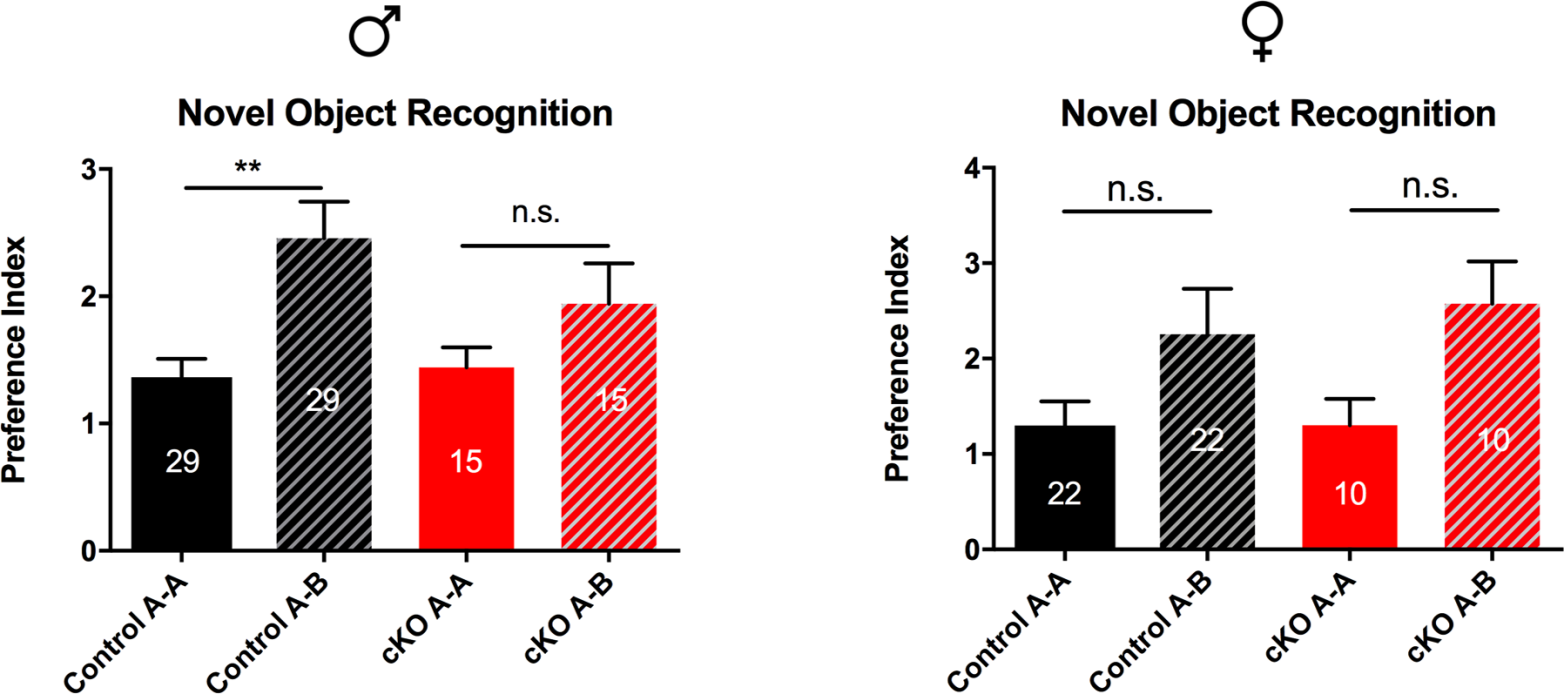
Comparison of novel object recognition behavior indicates male-specific cognitive deficit. Control male animals exhibit preference for novel object (Ctrl A-A vs Ctrl A-B), while SAP97-cKO male animals do not show preference. Both control and SAP97-cKO female animals show trend for preference of novel object, but did not reach significance. n.s., no significance, **P < .01 (ordinary one-way ANOVA with Tukey’s test for multiple comparisons). Data are presented as mean ± SEM.

#### Female-specific motor learning deficit in SAP97-cKO mice

We next chose to examine motor learning behavior in the SAP97-cKO mice. In order to determine whether this behavioral change is present in the SAP97-cKO mice, we performed the standard rotarod task (see Methods). Analysis of both sexes showed significant time effects (Male: *F*_*(3*, *6)*_ = 12.31, p = 0.0057; Female: *F*_*(3*, *6)*_ = 9.126, p = 0.0118), while only female animals showed a trend for genotype effects and significant time and genotype interaction effects (genotype effect: *F*_*(1*, *2)*_ = 11.53, p = 0.0769; time x genotype effect: *F*_*(3*, *6)*_ = 5.099, p = 0.0434) (Fig 8A). Control animals of both sexes showed a significant increase in latency to fall from the rod from day 1 to day 4 (Male: Day 1 157.5 ± 19.12, Day 4 211.1 ± 2.074, n = 30, p = 0.0010; Female: Day 1 171.6 ± 16.53, Day 4 237.3 ± 3.439, n = 21, p = 0.0021), indicating learning of the task (Fig 8A and 8B). However, while male SAP97-cKO mice showed no learning impairment (Day 1 154.4 ± 16.64, Day 4 229.4 ± 0.8372, n = 18, p = 0.0002), female SAP97-cKO mice showed no significant learning over the timecourse of this task (Day 1 186 ± 7.927, Day 4 213.3 ± 9.988, n = 16) (Fig 8A and 8B). These results suggest that there is a female-specific motor learning or coordination deficit present in the SAP97-cKO mice.

**Fig 8:**
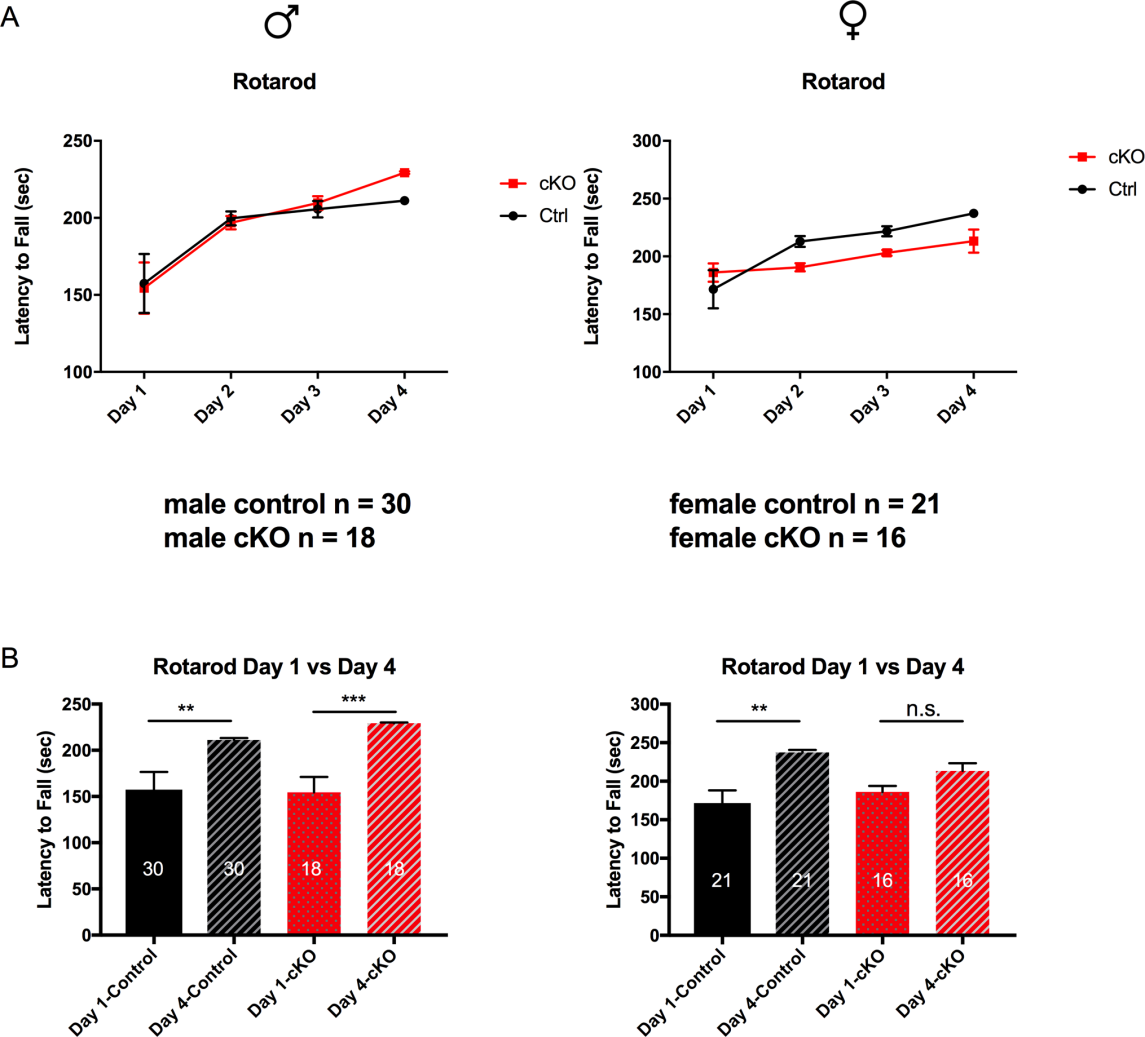
Comparison of rotarod behavior indicates female-specific motor learning deficit. (A) Both control and SAP97-cKO male animals show learning over the 4-day course of rotarod paradigm. Control female animals show increased motor learning over course of 4 days, while female SAP97-cKO show no significant increase in motor learning. (B) Plots showing comparison of Day 1 versus Day 4 rotarod data for control and SAP97-cKO animals indicates female-specific motor learning deficit. n.s., no significance, **P < .01, ***P < .001 (repeated-measures two-way ANOVA with Tukey’s test for multiple comparisons). Data are presented as mean ± SEM.

#### No social deficits present in SAP97-cKO mice

The last behavior we chose to examine in the SAP97-cKO mice was sociability. We looked for changes in this behavioral domain by using the three-chambered social choice paradigm (see Methods). During the testing phase of this paradigm, we measured preference for the social target zone versus the nonsocial target zone. Control and SAP97-cKO animals of both sexes exhibited a strong preference for spending time in the social target zone (Male: Ctrl-Nonsocial 0.334, Ctrl-Social 0.666, n = 15; SAP97-cKO-Nonsocial 0.4164, SAP97-cKO-Social 0.5836, n = 11, *F*_*(3*, *48)*_ = 24.67, p<0.0001; Female: Ctrl-Nonsocial 0.3641, Ctrl-Social 0.6359, n = 8; SAP97-cKO-Nonsocial 0.3045, SAP97-cKO-Social 0.6955, n = 8, *F*_*(3*, *20)*_ = 14.53, p<0.0001) (Fig 9). These results suggest no social deficit in the SAP97-cKO mice.

**Fig 9:**
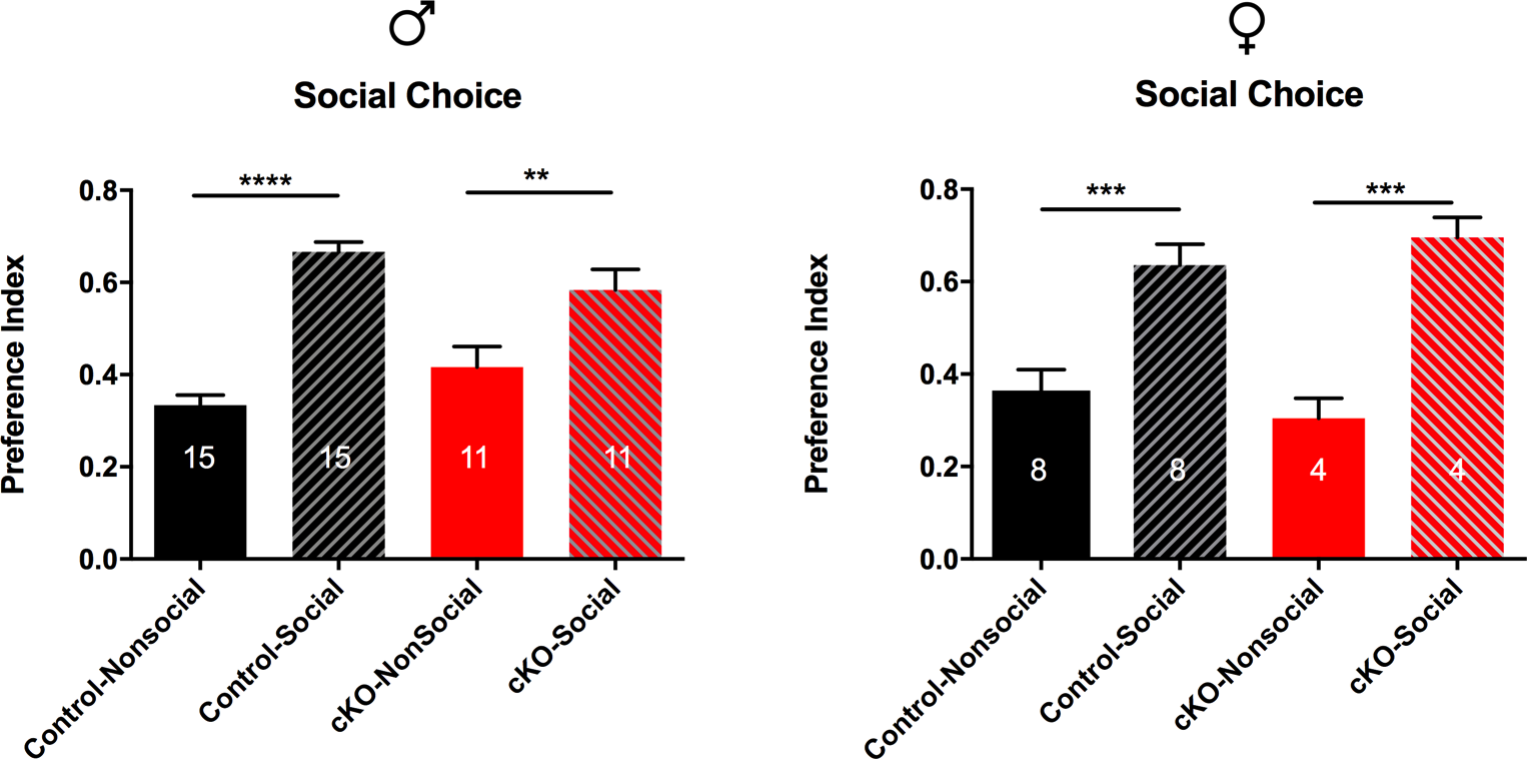
Comparison of social choice behavior between control and SAP97-cKO animals. No significant differences observed between control and SAP97-cKO male or female animals in preference for social target. **P < .01, ***P < .001, ****P < .0001 (ordinary one-way ANOVA with Tukey’s test for multiple comparisons). Data are presented as mean ± SEM.

## Discussion

*SAP97* is a member of the Dlg-MAGUK family, a family of genes that plays an important role in synapse biology and has repeatedly been implicated in neuropsychiatric disorders [7,21,23,37]. In this study, we aim to address the direct role of *SAP97* in overall behavior and its potential for contributing to pathology. We generated and studied mice that were null for *SAP97* in the nervous system and make three principal observations. First, there are no compensatory changes in expression levels of other Dlg-MAGUKS or AMPARs in the SAP97-cKO versus controls. Second, loss of *SAP97* is associated with moderate changes in gene transcripts related to SCZ. And third, SAP97-cKO animals display a mild behavioral phenotype, consisting of a male-specific cognitive deficit and female-specific motor deficit. While future behavioral experiments will be necessary to understand whether *SAP97* regulates SCZ-specific behaviors, our results indicate that *SAP97* probably plays a limited role in organismal behavior under standard laboratory conditions and its absence leads to transcriptomic changes associated with SCZ.

### ASD and SCZ as polygenic disorders

Investigations of ASD, SCZ, and other related psychiatric disorders indicate a highly polygenic architecture with small effect sizes of each implicated risk variant. Mouse modeling of these disorders by targeting one such risk variant typically demonstrates a moderate, or incomplete manifestation of the human disorder. This is well illustrated by human and mouse studies of the *ProSAP/SHANK* family member *SHANK3*. Human genetic studies link mutations in *SHANK3* to a broad range of neuropsychiatric disorders. For example, deletions of exons 1–9 or exons 1–17 of *SHANK3* have been found in patients exhibiting severe language delay and significant intellectual disability. Mice generated to mimic these deletions were generated by Peca et al. and the main behavioral effects were repetitive grooming and deficits in social interaction [9]. Jiang et al. used a different targeting strategy to mimic the human deletions and the mice displayed repetitive behaviors, deficits in social interaction, abnormal ultrasonic communication patterns and learning and memory deficits [38]. In a second well-studied family, affected individuals displayed ASD-features and this was linked to a deletion of *SHANK3* exon 21 (an exon that included the Homer binding domain). Mice generated to mimic this genetic lesion were created by Kouser and Speed et al. and ~2.5 month old animals exhibit defects in spatial learning and memory, motor-coordination deficits, hypersensitivity to heat, novelty avoidance, but minimal social abnormalities and no repetitive grooming behavior [11]. Together, this work demonstrates that creating a mouse with a genetic lesion that closely mimics, or is identical, to the gene defect in humans with neuropsychiatric disease only partially recapitulates the human behavioral phenotypes.

This disparity between genetic lesions associated with psychiatric phenotypes and mice created to mimic the human condition also extends to the Dlg-MAGUK family. Nonsynonymous missense mutations in the Dlg-MAGUK family members have been found in ASD and SCZ patients, and decreased protein expression of *PSD-95*, *PSD-93*, and *SAP97* has been observed in the cortex of postmortem SCZ patients. To model with in mice, null alleles of *PSD-95*, *PSD-93*, and *SAP102* have been created—*PSD-95* and *SAP102* knockout animals share spatial learning memory deficits [20,39], while animals null for *PSD-95* or *PSD-93* share a hyper-social phenotype [15]. *PSD-95* and *SAP102* knockout animals display a mild, and *PSD-93* knockout animals display a severe, motor function defect [15,20]. The *PSD-95* null mouse has been the most extensively investigated animal. Feyder et al. characterized the *PSD-95* knockout mice and the mice exhibit increased repetitive behaviors, abnormal communication, hyper-social behavior, impaired motor coordination, and increased stress-reactivity and anxiety-related responses [16]. The extent to which the *PSD-95* null mice faithfully report on the contribution of *PSD-95* to psychiatric disease is an open question. Our behavioral characterization of the SAP97-cKO animals was conducted broadly as a first-pass assessment of behavioral changes. We are unable to conclude that the behavioral abnormalities observed in our study are disease specific, and further behavioral tests that are specific to ASD and SCZ will be necessary to claim whether *SAP97* directly contributes to a partial manifestation of disease phenotype. Nevertheless, our behavioral results provide a framework for understanding the role of *SAP97* in organismal behavior and brain function.

### SAP97 splice variants and their differing roles in the nervous system

*SAP97* has wide molecular diversity, which is created by extensive alternative splicing. The two most well-studied *SAP97* splice variants are *SAP97α and SAP97β*. In *SAP97α*, the prototypic N-terminal L27 domain is replaced with a putative palmitoylation motif. Overexpression of *SAP97α* (but not *SAP97β*) was shown to enhance the synaptic levels of AMPARs and to compensate for the shRNA-mediated loss of *PSD-95* in organotypic slices [40]. *SAP97* isoform-specific biology may also extend into human SCZ data. Uezato and colleagues identified a new *SAP97* splicing variant that is transcribed from a previously unreported 95-base-pair exon (exon 3b). In post-mortem prefrontal cortices of patients with SCZ, mRNA expression of exon 3b was significantly reduced, specifically in patients with early-onset SCZ [37]. A more recent genetic association analysis detected an association between SCZ and single nucleotide polymorphisms located within exon 3b [22]. How reduced levels of the *SAP97* 3b transcript may be involved in the susceptibility and pathophysiology of early-onset SCZ is unknown. While our study provides a broad characterization of the effect of *SAP97* on brain function, it will be necessary to conduct future studies aimed at addressing the individual roles of prominent splice variants.

### The role of the serpin family as a molecular module in SCZ

The RNAseq study we conducted on the hippocampi of SAP97-cKO animals indicated 67 DEGs, which were specifically enriched for SCZ-related risk genes. 

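Clec7a (ENSMUSG00000079293; chromosome 6 of GRCm38, 129461591 to 129472779), a C-type lectin receptor that GENCODE lists as a polymorphic pseudogene, had 31.9 ± 6.41 normalized counts (SD, n = 4) in control hippocampi and 8.15 ± 2.91 (SD, n = 4) in SAP97-cKO hippocampi. Its log2 fold change was -1.96 (standard error 0.33, adjusted p = 0.143 from edgeR), and it was not tested when 10 counts were required in every library. Runx3 (ENSMUSG00000070691; chromosome 4, 135120652 to 135177990), a transcription factor, had 17 reads over the control libraries and 1 read over the SAP97-cKO libraries, a ratio of 17.0 with an exact 95% interval of 2.66 to 710 for counting error only. Runx3 had too few reads to be tested, and without the filter its log2 fold change was -3.50 (standard error 1.06, adjusted p = 0.360 from edgeR). Cdh1 (ENSMUSG00000000303; chromosome 8, 106603351 to 106670246), which encodes E-cadherin, had 112 ± 23.0 normalized counts (SD, n = 4) in controls and 33.7 ± 25.7 (SD, n = 4) in SAP97-cKO. Its log2 fold change of -1.72 (standard error 0.41) was not past the threshold in edgeR (adjusted p = 0.298) and was past it in limma-voom (adjusted p = 0.191). Ap1s2 (ENSMUSG00000031367; chromosome X, 163909017 to 163933666), a subunit of an adaptor complex, fell from 2204 ± 98.8 (SD, n = 4) to 1751 ± 108 (SD, n = 4), a log2 fold change of -0.33 (standard error 0.067, adjusted p = 0.236 from edgeR). With DESeq2 size factors in edgeR the adjusted p of Ap1s2 was 0.252. Xbp1 (ENSMUSG00000020484; chromosome 11, 5520659 to 5525893), a transcription factor of the unfolded protein response, fell from 3342 ± 350 (SD, n = 4) to 2569 ± 140 (SD, n = 4). The log2 fold change of Xbp1 was -0.38 (standard error 0.082, adjusted p = 0.268 from edgeR). It was past the threshold in DESeq2 (adjusted p = 0.0114) and not in limma-voom (adjusted p = 0.282). For each of these 5 genes, every SAP97-cKO library was below every control library (exact two-sided permutation test, p = 0.0286 each, the smallest p that 4 against 4 allow). The paper chose these genes on the same libraries, so this is not independent evidence.
Over the settings tried with the 8 libraries, the adjusted p ran from 0.00233 to 0.999 for Clec7a, from 0.00796 to 0.999 for Cdh1, from 0.00599 to 0.999 for Ap1s2 and from 0.0114 to 0.967 for Xbp1. Several of these calls changed when a single library was left out. Without control replicate 2, SAP97-cKO replicate 3 or SAP97-cKO replicate 4 edgeR called no gene at all, so those losses are not particular to these genes. The log2 fold change of Clec7a stayed between -2.08 and -1.73, and that of Ap1s2 between -0.36 and -0.29. With 1 library left out, the adjusted p of Clec7a from edgeR reached 0.524, with the call lost without control replicates 2 (0.427) and 4 (0.259) and SAP97-cKO replicates 3 (0.524) and 4 (0.424). The call of Ap1s2 was lost without control replicates 2 (0.575) and 3 (0.461) and SAP97-cKO replicates 2 (0.333), 3 (0.524) and 4 (0.592). Cdh1 passed the threshold without control replicate 1 (0.179) and without SAP97-cKO replicates 1 (0.224) and 2 (0.0488). Xbp1 passed it without control replicates 1 (0.179) and 3 (0.219) and without SAP97-cKO replicate 1 (0.202).

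**Figure D3:**
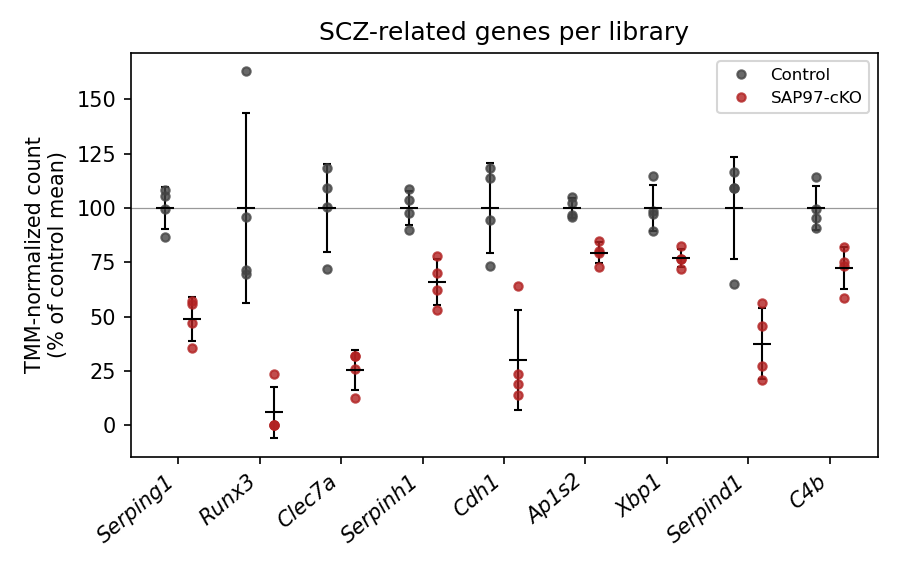
TMM-normalized count of each library for the 9 SCZ-related genes, as a percent of the control mean (points), with the mean (horizontal bars) and 1 SD (error bars) of n = 4 mice per group. In each gene the 4 SAP97-cKO libraries lie below the 4 control libraries, and the Runx3 values rest on 17 reads in controls and 1 read in SAP97-cKO.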

The specific SCZ-related risk genes we identify in our data are *SERPING1*, *RUNX3*, *CLEC7A*, *SERPINH1*, *CDH1*, *AP1S2*, *XBP1*, *SERPIND1*, and *C4B*. These observations lead us to hypothesize that *SAP97* is a component of a “molecular module” of gene products that together subserve aspects of normal behavior. Further, we hypothesize that abnormalities in the operation of this molecular module give rise to select behavioral alterations. Defects in many molecular modules in aggregate manifest as the complex psychiatric disorder we recognize as SCZ. The components of this module may interact physically, functionally, developmentally, or in terms of localization. Future work will be required to elucidate: 1) how the components of this hypothesized molecular module mechanistically interact, and 2) how this impacts brain function and behavior.

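The serpins among the genes of Table 1 are Serping1, Serpinh1 and Serpind1. Serping1 (ENSMUSG00000023224; chromosome 2 of GRCm38, 84765387 to 84775444) had 425 ± 40.5 normalized counts (SD, n = 4) in control hippocampi and 208 ± 42.4 (SD, n = 4) in SAP97-cKO hippocampi, a log2 fold change of -1.03 (standard error 0.15, adjusted p = 0.143 from edgeR). Serpinh1 (ENSMUSG00000070436; chromosome 7, 99345376 to 99353239), a collagen chaperone, had 986 ± 79.0 (SD, n = 4) and 650 ± 104 (SD, n = 4), a log2 fold change of -0.60 (standard error 0.12, adjusted p = 0.210 from edgeR). Serpind1 (ENSMUSG00000022766; chromosome 16, 17331371 to 17343575), heparin cofactor II, had 184 ± 43.5 (SD, n = 4) and 69.3 ± 30.0 (SD, n = 4). Its log2 fold change of -1.41 (standard error 0.30) had an adjusted p of 0.268 from edgeR, above the threshold, and of 0.250 from limma-voom, just under it. Serpind1 lies within 20 Mb of Dlg1 on the same chromosome. Sequence of another strain carried with the floxed allele was not excluded there. Control replicate 3 had 119 normalized counts of Serpind1, below the other controls (201 to 215) and above every SAP97-cKO library. The groups of each serpin did not overlap (exact two-sided permutation test, p = 0.0286 each), which is not independent evidence since the paper chose these genes on the same libraries. With the meningeal fibroblast covariate the log2 fold changes were -0.63 for Serping1, -0.27 for Serpinh1 and -0.66 for Serpind1, with an adjusted p of 0.967 from edgeR for each. The values of the covariate did not overlap between the genotypes, so that fit takes out part of any genotype effect. Over the settings tried with the 8 libraries, the adjusted p ran from 1.19e-06 to 0.967 for Serping1, from 0.00184 to 0.999 for Serpinh1 and from 0.00228 to 0.999 for Serpind1. Serping1 lost its call without control replicate 2 (0.424), SAP97-cKO replicate 3 (0.524) or SAP97-cKO replicate 4 (0.346), and Serpinh1 lost its call without the same libraries (0.557, 0.646 and 0.424). EdgeR called no gene at all in each of these fits. With each library left out in turn, the log2 fold change stayed between -1.11 and -0.90 for Serping1 and between -0.69 and -0.51 for Serpinh1. Serpind1 passed the threshold without control replicates 1 (0.180) and 3 (0.211) and without SAP97-cKO replicates 1 (0.189) and 2 (0.166).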

Our attention is drawn to three genes that were differentially expressed in the hippocampus of SAP97-cKO mice versus controls—serine peptidase inhibitors (serpins), as this group of genes has previously been reported in the literature to be associated with SCZ [41–46]. *SERPING1* was found to be upregulated in postmortem brain tissue from SCZ patients [44,45]. Additionally, a study of adult Swedish twins enriched for SCZ showed an association between gene expression level of *SERPING1* and thickness across the cortex, a characteristic that is potentially involved in the pathogenesis of SCZ [41]. Polymorphisms in the promoter regions of genes on 22q11, a chromosomal region that has been associated with various psychiatric illnesses including SCZ, resulted in activity differences in the gene *SERPIND1* [42]. Another well-studied member of the serpin family previously implicated in SCZ, but not directly by our RNAseq data, is neuroserpin (*SERPINI1*). 

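Serpini1 (ENSMUSG00000027834; chromosome 3 of GRCm38, 75557547 to 75643495) had 10625 ± 2502 normalized counts (SD, n = 4) in control hippocampi and 9645 ± 1542 (SD, n = 4) in SAP97-cKO hippocampi. The difference was within the spread between mice (log2 fold change -0.14, standard error 0.16, adjusted p = 0.727 from edgeR) and the groups overlapped (exact two-sided permutation test, p = 0.543). Its sign rested on control replicate 4, which had 14110 normalized counts. Without that library the log2 fold change was 0.03.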

*SERPINI1* is restricted to regions in the brain where synaptic changes are associated with learning and memory (cortex, hippocampus, amygdala, and olfactory bulb) [46]. *SERPINI1* has also been implicated in dendrite growth, as overexpression studies in primary neurons leads to increased dendritic arborization and altered dendritic spine shape [47]. Additionally, mice with dysregulated expression of *SERPINI1* show selective reduction of locomotor activity in novel environments, anxiety-like responses, and neophobic response to novel objects [43]. These behavioral phenotypes in the *SERPINI1* deficient mice are reminiscent of the defects we see in the SAP97-cKO animals. *SERPINI1* is also a known inhibitor of the extracellular protease tissue-type plasminogen activator (*tPA*). Conditions that affect the activity of *tPA* have consistently been described in drug-naïve cases of SCZ [48–51]. Interestingly, psychotic patients on chronic warfarin therapy for deep-vein thrombosis showed remission of psychotic symptoms, indicating that defective modulation of the coagulation pathway might contribute to the pathogenesis of SCZ [52]. *C4B*, or complement component b, is another gene directly listed from our RNAseq study that has known roles in the coagulation pathway and is an important cofactor to the serine protease family. 

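C4b (ENSMUSG00000073418; chromosome 17 of GRCm38, 34728380 to 34743882) had 1068 ± 108 normalized counts (SD, n = 4) in control hippocampi and 774 ± 105 (SD, n = 4) in SAP97-cKO hippocampi. The log2 fold change was -0.47 (standard error 0.11), and the adjusted p of 0.298 from edgeR was above the paper's threshold. It was past the threshold in DESeq2 (adjusted p = 0.0275) and not in limma-voom (adjusted p = 0.312), and over the settings tried with the 8 libraries its adjusted p ran from 0.0275 to 0.999. Each SAP97-cKO library was below each control library (exact two-sided permutation test, p = 0.0286), which is not independent evidence since the paper chose C4b on the same libraries. C4b passed the threshold in edgeR without control replicate 1 (adjusted p = 0.189) and without SAP97-cKO replicate 1 (adjusted p = 0.189). C4a (ENSMUSG00000015451; chromosome 17, 34809092 to 34823464) is a paralog of C4b whose reads the authors' counting could have split between the genes. C4a had 10.7 ± 6.73 normalized counts (SD, n = 4) in controls and 16.0 ± 5.21 (SD, n = 4) in SAP97-cKO, a log2 fold change of 0.59 (standard error 0.47, adjusted p = 0.618 from edgeR).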

The strongest genetic association of SCZ at a population level involves variation in the Major Histocompatibility Complex (MHC) locus, where the association of SCZ with the MHC locus arises substantially from many diverse alleles of the *C4* genes [41,53,54]. These prior observations along with our findings from the SAP97-cKO RNAseq study may highlight a potential mechanism by which *SAP97* contributes to the etiology of SCZ.

### Sex-specific differences in psychiatric disease

Psychiatric disorders are characterized by substantial sex-differences in their prevalence, symptomology, and treatment response [55]. Women are more likely than men to develop dementia, panic disorder, post-traumatic stress disorder, and major depression [56,57]. Conversely, the incidence of neurodevelopmental disorders such as ASD and SCZ is higher in males [58,59]. In our study, we conducted RNAseq on male hippocampal tissue from SAP97-cKO tissue and found the resulting DEGs to be specifically enriched for SCZ risk-related gene sets. However, our behavioral screen was undertaken on both male and female SAP97-cKO animals and identified interesting sex-specific differences. This raises the possibility that the RNAseq profile of female SAP97-cKO mice may be at least partially distinct from the male SAP97-cKO dataset.

One potential limitation of our study of female behavior is the lack of assessment of the estrous cycle. Female mice in distinct stages of the estrous cycle have been previously shown to perform differently in behavioral tasks related to anxiety and cognition. Furthermore, it is thought that oestrogens play a protective role against SCZ [60]. It will be vital to perform behavioral testing at different stages of the female estrous cycle, as well as corroborate behavioral findings with RNAseq data in order to have a complete understanding of the role of *SAP97* in the female brain. Additionally, results from these future experiments may address the behavioral sex differences we observed in the SAP97-cKO animals.

### Conclusion

Our study provides the first broad behavioral and transcriptomic characterization of *SAP97* in the mouse nervous system. Despite study limitations, we show that loss of *SAP97* contributes to moderate behavioral abnormalities in both male and female animals, as well as an enrichment of SCZ related genes in the male animals. Our findings are a first step to understanding the direct role of *SAP97* in overall organismal behavior, and potentially provide a stepping-stone for understanding the molecular mechanism by which *SAP97* contributes to neuropsychiatric disorders.

How the deposited data were processed for this re-analysis (not part of the article)

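The data are RNA-seq counts from the hippocampi of 4 control and 4 SAP97-cKO male mice, 1 library per mouse. The sample labels and the methods both give 4 mice per group, and the results describe a western blot for each animal, so the replicates are separate mice. The control genotypes (Cre only, floxed only or wild-type littermates) were not given per library in the sources used here.

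The authors aligned the reads to mm10 (GRCm38.p5) with STAR 2.5.3a, as the methods and the submitters' processing notes state. The methods state that their PORT pipeline removed reads of ribosomal and mitochondrial sequences, though 15 mitochondrial genes hold counts in every library, and that it resampled the reads of each library to a common depth, and counted them on genes of the Ensembl annotation. The deposited count of each gene in each library is a whole number, and no further normalization was found in the values. Whether the counting used strand was not given in the sources used here. The authors also deposited the log2 fold change (SAP97-cKO over control), the p-value and the q-value of their own limma-voom comparison, which are printed only where the authors' deposited table is named. The paper's text names no filter on low counts and no scaling for that comparison.

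Control libraries held 37388177 to 37416649 counts and SAP97-cKO libraries 37391907 to 37426572. Each pair of libraries differed by more than sampling noise (chi-square per gene of 9.62 to 72.0), so none was counted as a repeat of another. Gene symbols were taken from the table. Of 25834 gene identifiers, 25696 were matched to GENCODE M21 for GRCm38, and the coordinates printed for named genes are from that annotation. In 22361 of them the table gives a start 200 bp before the annotated start.

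Genes were kept with edgeR's filterByExpr by genotype (minimum count 10, minimum total 15), which left 16251 genes and removed 9583. Libraries were scaled by TMM, and the genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and the paper's threshold, an FDR under 0.25. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The biological coefficient of variation over all genes was 0.152. Single values were also compared by exact two-sided permutation tests over the 70 assignments of 8 libraries to the groups, whose smallest p is 0.0286. The plots were drawn with matplotlib 3.10.9.

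The test was run on simulated counts drawn from the means and spread of the genes in the real libraries, with no difference in size between libraries (5 simulations over 16078 genes). It found 66.6% of 335 genes changed 1.6-fold, 85.7% of 335 genes changed 2-fold and 97.3% of 330 genes changed 4-fold. Of the calls at an FDR of 0.25, 24.7% were false. Each gene was drawn on its own, so variation shared between genes was left out. In the real libraries, splits that did not follow genotype called up to 1474 genes. These rates therefore need not hold for the real libraries. The gene list test called a list lowered by 0.5 on the log2 scale in 5 of 5 simulations and called 0 of 75 lists that were not shifted. In the real libraries, splits into 4 and 4 that did not follow genotype put 1 to 11 of the 16 lists past the threshold. The simulations therefore do not show how often this test calls a list by chance in these libraries.

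There were 16 gene lists: meningeal fibroblast, choroid plexus, oligodendrocyte, endothelial, microglia, astrocyte and neuron genes; glucocorticoid response, ER stress, immediate early and interferon response genes; the Dlg-MAGUK genes, the AMPA receptor genes, the Fig 3B genes, the SCZ-related genes and sex-linked genes. The cell type and response lists were written from general knowledge, after Table 1 had been read. All 16 are reported. They were compared between genotypes with camera (correlation preset to 0.01) and fry of limma 3.58.1 on voom values, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. Camera compares a list with the other genes, and fry asks whether the genes of a list move in 1 direction. The score of a list in a library is the mean log2 CPM of its genes without those of Table 1.

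The genes named one by one are Dlg1, the 9 SCZ-related genes and Serpini1 of the discussion, the 3 genes with the smallest p in each direction among those past the threshold, genes of the Dlg-MAGUK, AMPA receptor and Fig 3B lists at an unadjusted p under 0.05, Table 1 genes whose call or direction differs from the paper's statement, and the 3 most abundant genes of a list. The values in Table 1 and Fig 4A had been seen when this rule was written. C4a, Rps12, Oas1g, Plat, Slc6a12, Bfsp2 and Etnppl were singled out after their values had been seen.

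The groups, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, except where a choice is said to have come later. The alternatives were limma-voom with TMM, DESeq2 1.42.0 with its own size factors, no scaling, DESeq2 size factors in edgeR, no filter, a filter of 10 counts in every library, the replicate number as a block, an FDR of 0.05, the meningeal fibroblast or oligodendrocyte score as a covariate, and each library left out in turn. For the gene lists they were an estimated correlation and lists without the genes of Table 1, and for the genes near Dlg1 a window of 10 Mb or 50 Mb in place of 20 Mb. Limma-voom with no scaling and no filter, the choroid plexus score as a covariate, and counts without the mitochondrial chromosome were added after the values had been seen.

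The exon counts, the pathway analysis, and the ASD, SZDB and ataxia gene lists were not used here. The western blots, the qPCR and the behavioral tests have no values in the table and were not analysed here.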

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

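The test of library size scaling, the choroid plexus covariate and limma-voom with no scaling and no filter were chosen after their results or the values were seen.

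The 2 genes past the threshold in the higher direction, Zfp46 (log2 fold change 0.40) and Mmp14 (0.45), are not discussed in the paper. All 4 SAP97-cKO libraries were above all 4 controls for both, with adjusted p-values of 0.143 and 0.247 from edgeR. In the authors' deposited table their q-values are 0.267 and 0.342. Chance is not excluded for this count, since 3 of the 35 splits of the libraries into 4 and 4 gave at least 2 genes in the rarer direction, and the highest other split gave 623. A few abundant genes did not set the scale, as the 10 most abundant genes held 4.50% to 5.83% of the counts. Zfp46 kept its direction under every scaling tried. Its call ended without control replicate 2 (adjusted p = 0.427), SAP97-cKO replicate 3 (0.524) or SAP97-cKO replicate 4 (0.424), where edgeR called no gene at all. With the meningeal fibroblast, oligodendrocyte and choroid plexus covariates the call also ended, while the log2 fold change of Zfp46 stayed at 0.43, 0.39 and 0.38 and its standard error rose from 0.066 to 0.12, 0.089 and 0.074. Mmp14 lost its call in edgeR without scaling (log2 fold change 0.41, adjusted p = 0.264) and without any 1 of control replicates 2, 3 and 4 and SAP97-cKO replicates 2, 3 and 4 (adjusted p from 0.276 to 0.646). Its call also ended with the same covariates, where its log2 fold change was larger than 0.45, at 0.60, 0.61 and 0.48. In limma-voom with no scaling and no filter both calls ended, with Zfp46 at 0.35 (adjusted p = 0.255) and Mmp14 at 0.40 (adjusted p = 0.337). Over the settings tried with the 8 libraries, the adjusted p of Zfp46 ran from 7.45e-05 to 0.967 and that of Mmp14 from 0.00446 to 0.967. The loss of SAP97, and the Cre transgene that only part of the controls may have carried, stay open and were not tested apart.

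The neuron list, genes outside those the paper discusses, was higher in SAP97-cKO with a median log2 fold change of 0.19 over 12 genes, 10 of them higher (limma camera adjusted p = 0.000153, fry adjusted p = 0.102). Its 3 most abundant genes did not move alike: Camk2a had a log2 fold change of 0.28, Syt1 of 0.19 and Snap25 of -0.03. The list fell short of the threshold with an estimated correlation (adjusted p = 0.222). With the oligodendrocyte score as a covariate its median was 0.07 (adjusted p = 0.256), and with the meningeal fibroblast score it was 0.11 (adjusted p = 0.0729). A higher share of neuronal RNA where oligodendrocyte RNA is lower may explain part of it, as the oligodendrocyte list without genes of Table 1 had a median of -0.50. That the list rose by genotype in its own right stays open.

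The immediate early gene list had a median of 0.22 over 14 genes (limma camera adjusted p = 0.0315, fry adjusted p = 0.562). Its 3 most abundant genes were Jun (log2 fold change 0.06), Arc (0.22) and Egr1 (0.27). The groups overlapped widely in the score of the list (3.81 to 4.48 in controls and 3.94 to 4.91 in SAP97-cKO; exact permutation test, p = 0.571). Without SAP97-cKO replicate 2 the median was 0.04 (adjusted p = 0.616), without control replicate 2 it was 0.05 (0.379), and without control replicate 3 it was 0.13 (0.145). It was larger without SAP97-cKO replicate 1 (0.37, 0.000300), control replicate 4 (0.27, 0.00356) or control replicate 1 (0.26, 0.00903). The call was also kept without SAP97-cKO replicate 3 (0.20, 0.0407) or SAP97-cKO replicate 4 (0.22, 0.0257). With the oligodendrocyte score as a covariate the median was -0.094. These genes respond to handling and to the time of dissection, which the sources used here do not give per mouse. No explanation for this list was tested.

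In 3 groups of 4 libraries a single library lay far from the others. Chance gives about 1 such group in 20, and 56 groups were examined, so 2.8 were due by chance. Runx3 had 0.995 normalized counts in SAP97-cKO replicate 2 and 0 in the other SAP97-cKO libraries, which is 1 read. Serpind1 had 119 normalized counts in control replicate 3, against 201 to 215 in the other controls. The microglia score was 5.70 in control replicate 4, against 5.26 to 5.31 in the other controls, and without that library the median log2 fold change of the microglia list turned from -0.052 to 0.065. No biological explanation was tested for these libraries.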

How the results depend on the processing

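The settings limma-voom with no scaling and no filter, the choroid plexus covariate and counts without the mitochondrial chromosome were chosen after the values had been seen. Where no cause is named below, the cause was not tested.

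Among 57 tested genes of Table 1, all 57 were lower, and between 51 and 66 genes of Table 1 were lower under the other settings, which test different numbers of genes (57 to 58 with each library left out). The log2 fold change of Dlg1 was below 0 in every setting. The counts of genes past the threshold were less stable. DESeq2 called 563 lower and 414 higher genes, 57.6% lower against 95.8% in edgeR, and 8 SCZ-related genes. All 48 genes of edgeR were among its calls. Without scaling edgeR called 94 lower and 1 higher gene and 7 SCZ-related genes, and 47 of the 48 genes were kept. Without the filter it called 89 lower and 15 higher genes and 8 SCZ-related genes, with all 48 kept. With 10 counts required in every library, 33 lower genes were called and 324 genes passed the FDR of 0.5 and 1.6-fold, with fewer genes tested. Limma-voom with TMM gave 48 lower and 2 higher genes, 437 genes at the second threshold and 6 SCZ-related genes, and DESeq2 size factors in edgeR gave 33 lower and 2 higher. Limma-voom with no scaling and no filter called all 9 SCZ-related genes, with 65 lower and 2 higher genes. At an FDR of 0.05, edgeR called 0 lower and 0 higher genes, 0 genes of Table 1 and 0 SCZ-related genes, with 1907 genes at an unadjusted p under 0.05. Limma-voom also gave 0 there and DESeq2 gave 154. EdgeR without the filter gave 10, with Dlg1, Sgk1 and Serping1 at an adjusted p of 0.0323. EdgeR with the replicate block, described below, gave 34. It gave 1 without SAP97-cKO replicate 1 and 2 without SAP97-cKO replicate 2, both with no block.

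With the meningeal fibroblast score as a covariate, edgeR called 0 lower and 0 higher genes, 0 genes of Table 1 and 0 SCZ-related genes, and 0 genes passed the second threshold (579 genes at an unadjusted p under 0.05). Dlg1 went from -0.86 (standard error 0.12) to -0.56 (standard error 0.17, adjusted p = 0.967), a smaller fold with a wider error. With the oligodendrocyte score, the counts were 0 lower, 0 higher, 0 of Table 1 and 0 SCZ-related, and 3 genes passed the second threshold (643 at an unadjusted p under 0.05). There Dlg1 was -0.80 (standard error 0.18, adjusted p = 0.886), nearly the same fold with a wider error. The scores differ between the genotypes, so these models take out part of any genotype effect with them. With the choroid plexus score, 15 lower and 1 higher genes were called, with 15 genes of Table 1 and 1 SCZ-related gene. Without the mitochondrial chromosome, 35 lower and 2 higher genes were called. Over all settings with the 8 libraries, the adjusted p of Dlg1 ran from 1.19e-06 to 0.967.

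The replicate numbers of the groups were also fitted as a block. Nothing in the sources used here says that a number marks a litter, a day or a batch, and the same-numbered libraries correlated in their deviations from the group means at -0.06, 0.197, 0.0933 and 0.258. In 3 of the 4 numbers, the libraries correlated best with their own number, and in number 1 they did not, so the pairing is a hint from the data only. With the replicate block, 234 lower and 22 higher genes were called, 8 of them SCZ-related, and all 48 genes were kept, with 34 genes at an FDR of 0.05 (lowest adjusted p = 0.00710). The choroid plexus list had a median of -1.31 there (camera adjusted p = 2.77e-35). The counts of Ttr were lower in SAP97-cKO within each number and had the same rank order by number in both groups, an order that chance gives with a probability of 0.0417.

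With each library left out in turn, the lower genes ran from 0 to 960, the higher genes from 0 to 715, the genes at the second threshold from 0 to 904, the Table 1 genes past the threshold from 0 to 58 and the SCZ-related genes from 0 to 8. The lower and higher counts were 960 and 715 without control replicate 1, 450 and 261 without SAP97-cKO replicate 1, 51 and 4 without control replicate 3, 29 and 3 without control replicate 4, and 46 and 3 without SAP97-cKO replicate 2. They were 0 and 0 without control replicate 2, SAP97-cKO replicate 3 or SAP97-cKO replicate 4, with 1403, 1259 and 1167 genes at an unadjusted p under 0.05. Without control replicate 1 or SAP97-cKO replicate 1 all 48 genes were kept. At the second threshold the counts were 904 without control replicate 1, 15 without control replicate 2, 77 without control replicate 3, 0 without SAP97-cKO replicate 3 and 23 without SAP97-cKO replicate 4. The Table 1 count was 24 without control replicate 4. Dlg1 ran from -1.0 to -0.78 and lost its call without control replicate 2 (-0.83, adjusted p = 0.424), SAP97-cKO replicate 3 (-0.80, 0.524) and SAP97-cKO replicate 4 (-0.78, 0.346).

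Of the 16 gene lists, 11 were past 0.05 with the preset correlation, 9 to 11 with a library left out, 8 with the meningeal fibroblast covariate, 9 with the oligodendrocyte covariate and 1, the SCZ-related genes, with the estimated correlation. Without the genes of Table 1, 12 of the 15 lists that remain were past it. The odds ratio of a call within 20 Mb of Dlg1, computed with 0.5 added to each cell, was 1.86. It was 0.859 in DESeq2, and 0.769 to 3.11 with a library left out, with 0.910 without control replicate 1 and 0.769 without SAP97-cKO replicate 1. Among single genes and lists, 332 values kept their direction and their side of the threshold, 72 lost the call, 39 gained it and 6 turned direction. These 6 were Serpini1 without control replicate 4 (0.028, in a range from -0.26 to 0.028 with each library left out), the choroid plexus list with the meningeal fibroblast covariate (2.11), the microglia list with the oligodendrocyte covariate (0.12) and without control replicate 4 (0.065, in a range from -0.11 to 0.065 with each library left out), the astrocyte list with the meningeal fibroblast covariate (-0.023) and the immediate early list with the oligodendrocyte covariate (-0.094).

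After the authors' resampling, the depth of all 8 libraries was nearly the same, from 37388177 to 37426572 counts. This depth limits chiefly the genes with few reads. The 10 untested genes of Table 1 had 12 to 47 reads in all, and the deposited table's calls include 10 genes with fewer than 10 reads per library on average. A count that includes or leaves out reads mapping to several places was not run, as the table gives a single count per gene. The odds near Dlg1 have no value in settings with 0 calls.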

Differences from the paper's values

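The choroid plexus covariate, limma-voom with no scaling and no filter, and the readings of the pathway thresholds were chosen after seeing the values.

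The paper reports 1 gene higher in SAP97-cKO, and edgeR called 2. Among the alternatives set before the data were examined, edgeR without scaling gave 1. The others did not give 1: limma-voom, DESeq2 size factors in edgeR and 10 counts in every library gave 2, DESeq2 gave 414, no filter gave 15, the replicate block gave 22, the meningeal fibroblast and oligodendrocyte covariates gave 0, and with a library left out the count was 0, 3, 4, 261 or 715. The choroid plexus covariate, chosen after seeing the values, also gave 1, and it drops 52 of the paper's 67 called genes. The gene differs as well. The paper's higher gene is Rps12-ps3, with 1 read in controls and 11 in SAP97-cKO, which the filter left untested and which edgeR without the filter did not call (adjusted p = 0.465). The genes called here were Zfp46 and Mmp14.

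The paper's count of lower genes is 66 and the count here is 46, and the paper's total is 67 and the total here is 48. For the pathway thresholds, an FDR under 0.5 and 1.6-fold, the count here is 509. All 3 counts lie within 1.5 times of the paper's. The authors' deposited table holds the paper's 66 lower genes and 1 higher gene, and 840 genes at an FDR under 0.5 and 1.6-fold. None of 28 readings of these thresholds on the deposited values gave the paper's count, and they were chosen after seeing the values.

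The paper prints the 67 fold changes of Table 1 as log fold changes with no base named. In size, each equals the authors' deposited log2 fold change of SAP97-cKO over control (tolerance 1e-06). In sign, 54 are the opposite of the deposited value and 13 are the same, 12 lower genes and 1 higher gene. The counts show all 57 tested genes of Table 1 lower in SAP97-cKO, as the paper's text and heat map state, so the signs in Table 1 are not on 1 scale.

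The paper names 9 SCZ-related genes as differentially expressed. Here all 8 that could be tested were lower and 4 were past the threshold (Serping1, Clec7a, Serpinh1 and Ap1s2). Cdh1 (adjusted p = 0.298), Xbp1 (0.268), Serpind1 (0.268) and C4b (0.298) were not, and Runx3 had too few reads to be tested. Limma-voom also called Cdh1 and Serpind1. DESeq2, edgeR without the filter and the replicate block called these 4 genes, as did edgeR without control replicate 1 and without SAP97-cKO replicate 1. Without scaling edgeR called Xbp1, Serpind1 and C4b. Without control replicate 3 it called Serpind1 and Xbp1, and without SAP97-cKO replicate 2 it called Cdh1 and Serpind1. Runx3 was called in limma-voom with no scaling and no filter, chosen after seeing the values, which called all 9 and drops 7 of the paper's 67 called genes.

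Of the paper's 67 genes, 43 were called here. The 14 that were tested and not called are Cdh1, Xbp1, Serpind1, C4b, Gm42644, Anln, Pdia3, Hcar1, Apod, Ndrg1, Txnip, Pdia4, Bmp5 and Omd. The 10 not tested are Runx3, Rps12-ps3, Ccl19, Klrb1f, Gstp2, Gm43197, Tmem30b, Abcb11, Prr33 and Oas1g. Of the 67, limma-voom called 48, DESeq2 57, edgeR without scaling 56, edgeR without the filter 56, the replicate block 56, edgeR without control replicate 1 57 and edgeR without SAP97-cKO replicate 1 58. Fewer than 43 were called with DESeq2 size factors in edgeR (33), 10 counts in every library (32), no mitochondrial chromosome (34) or the choroid plexus covariate (15). The same held without control replicate 3 (39), control replicate 4 (24) or SAP97-cKO replicate 2 (35). The number was 0 with the meningeal fibroblast or oligodendrocyte covariate, and without control replicate 2, SAP97-cKO replicate 3 or SAP97-cKO replicate 4. Genes called here and not in the authors' deposited table were Zfp46, Mmp14, Slc6a12 (log2 fold change -1.91), Bfsp2 (-0.71) and Etnppl (-0.81).

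The paper's methods state that reads from mitochondrial DNA were removed before counting. In the deposited counts, 15 genes of the mitochondrial chromosome hold 3.73% to 4.93% of each library.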

Other observations

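The tests of library size scaling, of counting noise in Rps12-ps3 and of the exchange of replicate 1 (both of its explanations) were chosen after their results were seen, and so was the setting with the choroid plexus covariate. After the results were seen, the bar for the meningeal, oligodendrocyte, glucocorticoid and ER stress tests was also raised, to ask for fry's p under 0.05 besides the median, and the measure of the odds near Dlg1 was set to 0 in splits with 0 calls. The other explanations were written down before their tests were run, when the gene-level comparison had already been seen.

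The genotype split was compared with all 35 ways to split the 8 libraries into 4 and 4. At least 46 genes in 1 direction came up in 3 splits, the real one included, and the highest other split gave 851. The 509 genes at an FDR of 0.5 and 1.6-fold were reached in 3 splits, with 732 in the highest other. As many gene lists past the threshold (11) came up in 2 splits, with 11 in the other, and every split put at least 1 list past it. Chance is therefore not excluded for these counts. For the 57 Table 1 genes in 1 direction, 16 splits did as well and the highest other gave 57. The 43 Table 1 genes past the threshold were reached in 1 split, with 7 in the highest other, and the 4 SCZ-related genes in 1 split, with 1 in the highest other. These last 3 results rest on genes chosen on the same libraries, so they settle nothing about chance. In 31 of the 35 splits edgeR called 0 genes.

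The largest number of calls came from another split. The split that exchanges control replicate 1 and SAP97-cKO replicate 1 called 1474 genes, 851 in 1 direction and 623 in the other, of which 4 were among the 48 genes of the real split. The split that exchanges control replicate 1 and SAP97-cKO replicate 2 called 965. Exchanged labels are argued against by Dlg1, which had 4128 normalized counts in control replicate 1, within the other controls (3983 to 4691), and 2353 in SAP97-cKO replicate 1, within the other SAP97-cKO libraries (2009 to 3065). A candidate explanation is that the oligodendrocyte share varied between libraries apart from genotype. In the exchanged split, the oligodendrocyte list without genes of Table 1 had a median log2 fold change of -0.75 (16 genes, limma fry adjusted p = 0.00188). The oligodendrocyte score was 6.62 in control replicate 1 against 7.10 to 7.21 in the other controls, and 7.08 in SAP97-cKO replicate 1 against 6.23 to 6.46 in the others. Whether this is dissection or biology was not tested.

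Genes of the oligodendrocyte list were lower in SAP97-cKO as a whole (median -0.51, 20 of 20 genes lower, limma camera adjusted p = 4.78e-14, fry adjusted p = 0.102), with Mbp at -0.47 and Mobp at -0.54. Without the 4 genes of Table 1 the median was -0.50 (limma fry adjusted p = 0.168, and over 0.05 unadjusted). The median met the bound set for a lower share of oligodendrocytes before fry's p was asked for. The score overlapped between the groups (exact permutation test, p = 0.0571). A lower share of oligodendrocytes in SAP97-cKO therefore cannot be told apart from a share that varies between libraries, since control replicate 1 and SAP97-cKO replicate 1 run against it.

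Genes of the meningeal fibroblast list were lower in SAP97-cKO (median -0.84, 29 of 30 genes lower, camera adjusted p = 1.18e-21, fry adjusted p = 0.0214; camera adjusted p = 0.104 with an estimated correlation). Of the 30 genes, 10 are in Table 1, 1 is in another list, and all 30 passed the filter in these hippocampi. Without the 10 genes of Table 1 the median was -0.61 (20 genes, limma fry adjusted p = 0.0670). The bar set for this test was an unadjusted fry p under 0.05, which the list met, and it did not pass 0.05 once adjusted over the lists. Of its most abundant genes, Ptgds was at -1.21, Igf2 at -0.78 and Aldh1a1 at -0.20. The score was 4.01 ± 0.248 (SD, n = 4) in controls and 3.33 ± 0.338 (SD, n = 4) in SAP97-cKO, and the groups did not overlap (exact permutation test, p = 0.0286, adjusted over 11 lists 0.157). With the score as a covariate, Serping1 went from -1.03 to -0.63, but Dlg1, the deleted gene, also shrank, from -0.86 to -0.56, while Clec7a (-1.96 to -2.05) and C4b (-0.47 to -0.54) did not shrink, so the covariate does not single out meningeal genes and is no evidence for their share. The median and the scores are consistent with less meningeal tissue in the SAP97-cKO dissections, a hypothesis that needs such a difference to follow genotype by accident. Lower expression in the fibroblasts or fewer of them in SAP97-cKO mice stays open, and the genotype and the score cannot be separated with 4 mice per group.

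Choroid plexus genes differed widely between libraries. Ttr had 40078, 233080, 133280 and 4848 counts in control replicates 1 to 4 and 17947, 80039, 45119 and 2079 in SAP97-cKO replicates 1 to 4, a range of 112-fold over all libraries, 48.1-fold within controls and 38.5-fold within SAP97-cKO. Across the 8 libraries, Ttr followed the mean of the other 16 choroid plexus genes (Spearman's rho 0.976, permutation p = 0.000397; Pearson's r 0.974, permutation p = 9.92e-05; r 0.966 without the 2 libraries farthest from the median), the only relation of this kind computed. This is in line with varying amounts of choroid plexus in the dissections. The list had a median of -1.29 (17 of 17 genes lower), with Ttr at -1.48, Enpp2 at -1.49 and Kl at -1.03, and its call by camera (adjusted p = 0.00133) was kept with each scaling and filter tried in edgeR and with 6 of the 8 libraries left out in turn. It ended without control replicate 2 (median -0.65, adjusted p = 0.0764) or SAP97-cKO replicate 4 (-0.59, 0.0568). With the meningeal fibroblast covariate the median turned to 2.11 (adjusted p = 1.46e-09), and with the choroid plexus covariate, which is built from the same genes, it was -0.038 (adjusted p = 0.891). The call was not shared by fry (adjusted p = 0.498) or with an estimated correlation (adjusted p = 0.540). No gene of it is in Table 1. That SAP97 loss changes choroid plexus genes stays open and was not tested apart.

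Of the glucocorticoid response genes, 16 of 17 were lower (median -0.22, camera adjusted p = 4.59e-06, fry adjusted p = 0.00934), and 4 of them, with Sgk1, are in Table 1. Without these 4 the median was -0.11 (limma fry adjusted p = 0.134), short of the bound of -0.3 set for lower glucocorticoid signalling and not past the bound of -0.1 set against it. Its 3 most abundant genes were Mt1 (-0.04), Klf9 (-0.0045) and Mt2 (-0.10). With each library left out in turn, the median of all 17 genes ran from -0.35 (without SAP97-cKO replicate 1) to -0.12 (without SAP97-cKO replicate 2). The camera adjusted p was at most 0.000364 there. Of the ER stress genes, 16 of 18 were lower (median -0.27, camera adjusted p = 8.49e-10, fry adjusted p = 0.0670), and 6 are in Table 1. Without these 6 the median was -0.21 (limma camera adjusted p = 0.000808, fry adjusted p = 0.201, and over 0.05 unadjusted). This met the bounds set in advance for a lower ER stress response as a whole, and not fry's p that was asked for later, so the explanation stays open. Calr was at -0.25, Hspa5 at -0.52 and Hsp90b1 at -0.24.

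Interferon response genes were lower in SAP97-cKO (median -0.53, 14 of 14 genes, camera adjusted p = 2.62e-08, fry adjusted p = 0.00934), and the groups did not overlap in the score (1.83 ± 0.168 against 1.33 ± 0.173, SD, n = 4 each; exact permutation test, p = 0.0286, adjusted over 11 lists 0.157). Without the gene of Table 1 the median was -0.50 (limma fry adjusted p = 0.0316). Ifi27 was at -0.43 and Ifitm3 at -0.57. No explanation was tested. Endothelial genes had a median of -0.26 (12 of 12 lower, limma camera adjusted p = 0.000153, fry adjusted p = 0.243), with Slc2a1 at -0.32, Flt1 at -0.0014 and Itm2a at -0.38. Microglia genes had a median of -0.05 (camera adjusted p = 0.536) and astrocyte genes of 0.05 (0.254), with Csf1r at 0.05, Ctss at -0.15, Slc1a2 at 0.11, Slc1a3 at 0.02 and Gfap at 0.29. The astrocyte list passed 0.05 without its Table 1 gene (median 0.066, camera adjusted p = 0.0458) and with the oligodendrocyte covariate (0.17, 5.08e-05). It also passed without control replicate 4 (0.12, 0.00558) or SAP97-cKO replicate 2 (0.11, 0.0463). In 14 other settings it did not pass and kept its direction, and in 1 it turned. The sex-linked genes had a median of -0.04 (camera adjusted p = 0.444). The SCZ-related genes, chosen on these libraries, had a median of -0.83 (camera adjusted p = 2.00e-13) and were the single list of 16 past 0.05 with an estimated correlation (adjusted p = 0.0125).

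The 48 genes past the threshold were 95.8% lower. Scaling is argued against as the source of this, as the lower share was 94.3% with DESeq2 size factors in edgeR. The share itself was not stable: DESeq2, with the same size factors and its own test, gave 57.6% lower (563 lower and 414 higher), and edgeR without control replicate 1 gave 57.3%. GC content and gene length cannot be told apart from a genotype effect here. For the 46 lower genes, 895 uncalled genes matched on GC content, transcript length and mean count had a median log2 fold change of -0.064. This met the bound of -0.1 set in advance against such a bias, but the matched set leaves out the called genes and so excludes nothing, and no correction for GC content or length was fitted. The lower genes had a median transcript length of 2276 bp against 3299 bp over all tested genes, and a median GC content of 50.9% against 49.7%.

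A floxed allele can carry sequence of another strain around it, which could change genes near Dlg1. Of 276 tested genes within 20 Mb of Dlg1, Dlg1 left out, 1 was called (Sdf2l1, named after its value was seen), against 46 of 15926 elsewhere, counting only called genes with a place in the annotation (Fisher's exact test, p = 0.555). The odds ratio was 1.86 with 0.5 added to each cell, as was done for each window. This lies between the bounds of 3 and 1.5 set for and against such an effect. With 1 call near Dlg1 the added 0.5 raises the ratio, and its place between the bounds depends on that. With so few calls the ratio cannot settle the question. With a window of 10 Mb it was 1.32, where 0 of 127 genes were called and the ratio comes from the 0.5 added to each cell, and with a window of 50 Mb it was 1.26, with the same single call among 404 genes (Fisher's exact test, p = 1 for both). Both are under 1.5 and rest on too few calls to exclude the explanation. Serpind1 and Apod of Table 1 also lie within 20 Mb of Dlg1, Apod within 10 Mb as well. Both fell just short of the threshold in edgeR (adjusted p = 0.268 and 0.271). In limma-voom both were past it, Serpind1 barely (adjusted p = 0.250) and Apod at an adjusted p of 0.246. With limma-voom the ratio was 4.37 (Fisher's exact test, p = 0.0508), and over the settings with the 8 libraries it ran from 0.859 to 4.37. The splits of the libraries say nothing about chance here: of 35 splits, 2 gave a ratio at least as high, the real one included, and the other had a ratio of 8.23 from 3 called genes with 0 of them near Dlg1, which comes from the 0.5 added to each cell. Without control replicate 1 it was 0.910 and without SAP97-cKO replicate 1 it was 0.769.

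Of 176 genes with 12 reads in all, like Rps12-ps3, counting alone would place 1.12 at a split of 11 to 1 or more uneven, and 10 were found (exact one-sided Poisson test, p = 3.04e-07). Such a split may thus come from counting noise in single genes, but the surplus shows that the libraries also differ by more than counting at this level. Counting noise in Rps12-ps3 itself cannot be told apart from a difference with 12 reads, and reads shared with Rps12 stay open.

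The paper measured other Dlg-MAGUKs as protein and AMPA receptor subunits and the Fig 3B genes by qPCR. In the RNA-seq counts of the hippocampus, Dlg2 had a log2 fold change of 0.19 in edgeR (adjusted p = 0.376), Dlg3 of 0.15 and Dlg4 of 0.21 (adjusted p = 0.358), with Dlg2 and Dlg4 at an unadjusted p under 0.05. As a list with Dlg1, they had a median of 0.18 and a mean of -0.08, which differ in sign (limma camera adjusted p = 0.383). Without Dlg1 the other 3 had a median of 0.19 and passed 0.05 in both list tests (limma camera adjusted p = 0.00514, fry adjusted p = 0.0390), while none was past the threshold as a single gene. The neuron list rose by as much (median 0.19), so the rise is not shown to be particular to the Dlg-MAGUK genes. Splits of the libraries that did not follow genotype also put lists past the camera threshold. The AMPA receptor genes Gria1, Gria2, Gria3 and Gria4 had log2 fold changes of 0.17, 0.17, 0.27 and -0.26, none past the threshold (camera adjusted p = 0.254), with Gria3 at an unadjusted p of 0.0442 (adjusted p = 0.414). Of the 16 Fig 3B genes, 11 were higher, and the log2 fold changes ran from -0.38 to 0.42. EdgeR called 0 of them over all genes tested and 6 adjusted over the list alone. At an unadjusted p under 0.05 there were 4, Kcna4 (0.29), Nrcam (0.26), Dlgap4 (0.23) and Kcna3 (0.42). As a list they had a median of 0.09 (limma camera adjusted p = 0.0387, fry adjusted p = 0.1498). Plat, the gene of tissue plasminogen activator, an enzyme that Serpini1 inhibits, had a log2 fold change of -0.24 (adjusted p = 0.390 from edgeR).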
